# Transcriptome analyses reveal genotype- and developmental stage-specific molecular responses to drought and salinity stresses in chickpea

**DOI:** 10.1038/srep19228

**Published:** 2016-01-13

**Authors:** Rohini Garg, Rama Shankar, Bijal Thakkar, Himabindu Kudapa, Lakshmanan Krishnamurthy, Nitin Mantri, Rajeev K. Varshney, Sabhyata Bhatia, Mukesh Jain

## Abstract

Drought and salinity are the major factors that limit chickpea production worldwide. We performed whole transcriptome analyses of chickpea genotypes to investigate the molecular basis of drought and salinity stress response/adaptation. Phenotypic analyses confirmed the contrasting responses of the chickpea genotypes to drought or salinity stress. RNA-seq of the roots of drought and salinity related genotypes was carried out under control and stress conditions at vegetative and/or reproductive stages. Comparative analysis of the transcriptomes revealed divergent gene expression in the chickpea genotypes at different developmental stages. We identified a total of 4954 and 5545 genes exclusively regulated in drought-tolerant and salinity-tolerant genotypes, respectively. A significant fraction (~47%) of the transcription factor encoding genes showed differential expression under stress. The key enzymes involved in metabolic pathways, such as carbohydrate metabolism, photosynthesis, lipid metabolism, generation of precursor metabolites/energy, protein modification, redox homeostasis and cell wall component biogenesis, were affected by drought and/or salinity stresses. Interestingly, transcript isoforms showed expression specificity across the chickpea genotypes and/or developmental stages as illustrated by the AP2-EREBP family members. Our findings provide insights into the transcriptome dynamics and components of regulatory network associated with drought and salinity stress responses in chickpea.

Chickpea (*Cicer arietinum* L.) is the second most important grain legume and serves as a rich source of proteins (20–25%) and essential amino acids. Chickpea is important for its unique ability to fix atmospheric nitrogen resulting in soil fertility enhancement. The annual total production of chickpea is over 11 million metric tons, of which India alone contributes more than 70%. Although the chickpea production potential is high, it has not been fully realized owing to several abiotic stresses, including drought and salinity stresses^1^,^2^,^3^. More than 40% loss in chickpea yield has been reported worldwide due to terminal drought. The development of stress-tolerant chickpea cultivars is one of the major challenge currently for the researchers. The narrow genetic base in chickpea further limits the efforts to develop stress-tolerant cultivars. The identification of genes associated with drought and salinity stress responses can greatly facilitate the development of improved chickpea cultivars with enhanced drought and/or salinity tolerance using breeding and/or biotechnological approaches.

The availability of large-scale genomic resources is essential for understanding the biology of complex abiotic stresses like drought and salinity. One of the major achievements in this direction is the sequencing of chickpea genome and transcriptome^4^,^5^,^6^. Several efforts have been made to generate marker resources, linkage and physical maps, and quantitative trait loci in chickpea^5^,^6^,^7^,^8^,^9^,^10^. However, only a few studies have been performed to generate functional genomic resources in chickpea. Although quite a few studies have been conducted to identify the genes involved in drought and/or salinity tolerance in chickpea^11^,^12^,^13^,^14^,^15^,^16^,^17^, they were focused mainly either on a single genotype and/or were limited by throughput. Further, data analysis was not comprehensive due to non-availability of the reference transcriptome/genome sequence. Overall, they failed to provide a genome-level understanding of transcriptional responses under abiotic stresses. The availability of next generation sequencing technologies provides a high-throughput means to study gene expression profiles at the whole genome level^18^,^19^. Recently, we performed a genome-wide identification of stress-responsive genes using RNA-seq in chickpea, but this study also focused on a single genotype^20^. However, it has been realized that comparative differential gene expression analysis between genotypes/cultivars with contrasting response to the stresses can provide a better understanding of the molecular mechanisms underlying tolerance and provide better candidate genes^21^,^22^,^23^,^24^.

In the present study, we performed various phenotypic analyses and deep sequencing of the transcriptomes of drought/salinity tolerant and sensitive chickpea cultivars under control and stress conditions at vegetative and/or reproductive stages of development. The reference-based assembly led to the identification of several novel gene loci and different alternatively spliced transcript isoforms. Several genes exhibiting developmental stage and/or genotype-specific differential stress responses were identified. Gene ontology (GO) enrichment and pathway analysis revealed changes in several biological processes and metabolic pathways in response to drought and salinity stresses. These data can facilitate the deployment of various approaches for generation of stress-tolerant chickpea varieties.

## Results

### Phenotypic responses of chickpea genotypes to drought and salinity stresses

Two well-characterized chickpea genotypes with contrasting response to drought stress (ICC 4958 as drought-tolerant and ICC 1882 as drought-sensitive) and salinity stress (JG 62 as salinity-tolerant and ICCV 2 as salinity-sensitive) were selected, which have been used extensively for generation of biparental mapping populations and quantitative trait locus mapping^9^,^16^,^25^,^26^.

The two drought-related genotypes, ICC 4958 and ICC 1882, exhibited differences in the phenology at early reproductive (ER) and late reproductive (LR) development stages. We estimated various phenotypic parameters to confirm their differential stress response at both ER and LR stages. At ER stage, ICC 4958 produced greater root (0.05 g more) and shoot (2.14 g more) biomass, and substantially larger (17%) roots as compared to ICC 1882 under drought stress (Table 1). The roots were thinner (0.05 mm) in ICC 4958 as compared to ICC 1882. The specific leaf area (SLA) of ICC 4958 was comparatively lesser (39 cm^2^ g^−1^) under drought stress. The chlorophyll content and relative water content (RWC) were similar in both the genotypes under drought stress. At LR stage, the shoot biomass was higher (3.3 g) in ICC 4958 as compared to ICC 1882 under stress, whereas the root biomass was similar (Table 1). The total root length was reduced significantly in ICC 4958, whereas significantly thinner roots helped to grow them longer in ICC 1882. Further, SLA was significantly higher (59 cm^2^ g^−1^) in ICC 4958 as compared to ICC 1882. The chlorophyll content was slightly higher in ICC 1882 and RWC was similar in both the genotypes at the LR stage (Table 1).

The genotypes used for salinity stress (JG 62 and ICCV 2) also showed phenological differences under control conditions. In the field trials, it has been observed that ICCV 2 flowered in 35–37 days and JG 62 flowered 53–54 days after sowing. Both the genotypes produced similar shoot biomass at crop maturity under salinity stress, whereas the grain yield of JG 62 was about two times higher than that of ICCV 2. We estimated various phenotypic parameters of these genotypes to confirm their differential salinity stress response at vegetative (Veg) and LR stages. At the Veg stage, JG 62 produced 20% lesser shoot biomass than ICCV 2, whereas the root dry weight, total root length and average root diameter were similar across the genotypes under salinity stress (Table 2). SLA was more by 34 cm^2^ g^−1^ in ICCV 2 compared to JG 62 under salinity stress. The chlorophyll content and RWC did not vary significantly between the genotypes (Table 2). At the LR stage, the shoot biomass of both the genotypes was similar. However, the root biomass and length decreased significantly in ICCV 2 as compared to JG 62. SLA was more by 56 cm^2^ g^−1^ in JG 62 as compared to ICCV 2. The chlorophyll content and the RWC did not vary significantly between the genotypes. The differences between the genotypes in biomass productivity or any other trait were very minimal at the Veg stage and did not explain better salt tolerance of JG 62. However, this tolerance is well known to be due to the reproductive success or success in producing larger number of seeds^25^.

### Transcriptome sequencing and reference-guided assembly

Root being the first organ exposed to drought and/or salinity stresses, was used for transcriptome analyses. The mock-treated (control) and drought stressed root tissues from the ER and LR stages of the ICC 4958 and ICC 1882 chickpea genotypes were used for RNA sequencing. 

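Roots of 2 chickpea (Cicer arietinum) genotypes, the salinity-tolerant JG 62 (Stol) and the salinity-sensitive ICCV 2 (Ssen), were analysed at the vegetative (Veg) and late reproductive (LR) stages under control conditions (CT) and salinity stress (SS), which gives 8 samples. According to the methods of the paper, stressed plants received 2 doses of 40 mM NaCl and their roots were harvested after 15 days of stress, whereas the sample labels give a concentration of 80 mM NaCl. The labels call the later stage reproductive, and they name another Illumina library kit (mRNA-Seq) than the paper does (TruSeq RNA). The authors filtered the reads with NGS QC Toolkit, mapped them on the kabuli chickpea genome with TopHat, assembled transcripts with Cufflinks and merged the assemblies of all their samples, drought samples included, with Cuffmerge. For each of the 8 samples they deposited 1 FPKM value (fragments per kilobase of exon, scaled to the mapped fragments) per gene locus, in which 2 biological replicates are pooled. No value therefore has a spread between replicates, no test was run and no P-value is given. The number of fragments behind each FPKM value is unknown, so neither counting error nor a detection limit can be stated. The paper counts transcripts that passed both a fold change and a P-value from Cuffdiff, whereas gene loci are counted here by fold change alone. Fold changes were calculated from the FPKM values as deposited, as log2 of the ratio of (FPKM + 1) between 2 samples, a scale that understates the change of loci with low expression. They cover the 16924 gene loci with at least 1 FPKM in at least 1 of the 8 samples. The FPKM values of all loci summed to 2926790 in Stol-Veg-CT, 1946110 in Stol-Veg-SS, 419171 in Ssen-Veg-CT and 3202100 in Ssen-Veg-SS. At the LR stage they summed to 191951 in Stol-LR-CT, 146821 in Stol-LR-SS, 280998 in Ssen-LR-CT and 237508 in Ssen-LR-SS. These sums are not a sequencing depth, since loci of 100 bp, the length of 1 read, held 61.1%, 79.1% and 77.5% of the FPKM in Stol-Veg-CT, Stol-Veg-SS and Ssen-Veg-SS, and at most 2.95% in the other 5 samples. As a second measure of scale, each sample was divided by the geometric mean of the 8 samples at each of the 8981 loci with at least 1 FPKM in all of them. The median of this ratio was 1.97 in Stol-Veg-CT, 0.93 in Stol-Veg-SS, 0.90 in Ssen-Veg-CT, 1.07 in Ssen-Veg-SS, 0.85 in Stol-LR-CT, 0.77 in Stol-LR-SS, 0.97 in Ssen-LR-CT and 0.89 in Ssen-LR-SS. Division by these ratios (median-ratio scaling) was one of the alternatives to the FPKM as deposited.

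**Figure D1:**
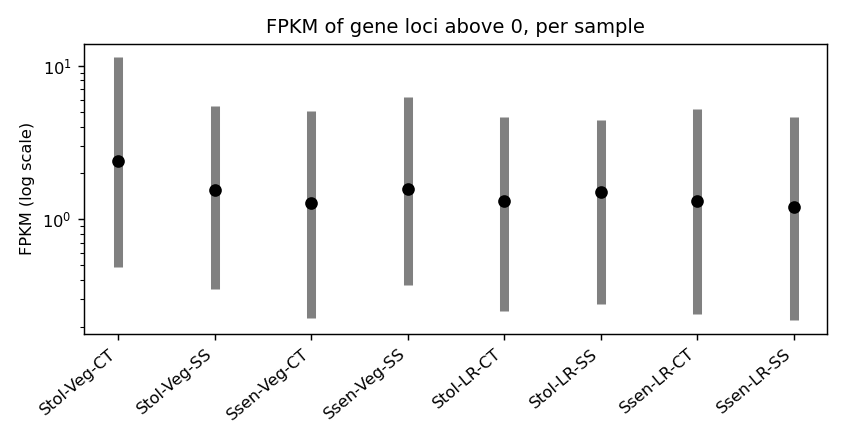
FPKM of the gene loci above 0 in each of the 8 samples, on a log axis; the point is the median over loci and the bar runs from the first to the third quartile. The median was 2.39 FPKM in Stol-Veg-CT and between 1.20 and 1.58 FPKM in the other 7 samples; the bars show the range across loci, not between replicates.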

Likewise, mock-treated (control) and salinity stressed root tissues from the Veg and LR stages of the JG 62 and ICCV 2 chickpea genotypes were used for sequencing. In total, we obtained more than 1.5 billion reads from the 30 tissue samples (minimum 30 million reads for each sample), representing 16 different genotypes/conditions/developmental stages (two biological replicates each of two genotypes under control and stress conditions at two developmental stages for both drought and salinity stresses except for two samples for which enough high-quality data was available from only one replicate). Among these, more than 1.4 billion (93.4%) high-quality reads filtered via NGS QC Toolkit were retained. The high-quality reads were mapped on the kabuli chickpea genome sequence using TopHat2 software. Overall, about 92% (ranging from 80–95% for individual sample) of the high-quality reads mapped to the chickpea (kabuli) genome (Fig. 1a). The mapped read files were used for reference-guided assembly and differential gene expression analysis. For convenience, the phenotype towards drought/salinity stress of the genotype (tolerant/sensitive) along with developmental stage (Veg/ER/LR) and condition (control/drought/salinity) has been used as the sample name (for example, Dtol-ER-CT and Dtol-LR-DS refer to the drought-tolerant-early reproductive-control and drought-tolerant-late reproductive-drought stress, respectively). The summary of sequence data generated, filtered reads and reads mapped on the genome is given in Supplementary Table S1.

We performed a reference-guided assembly of the whole dataset using Cufflinks-Cuffmerge pipeline. This assembly generated a total of 90713 transcripts representing 32420 gene loci. This number is significantly higher than the number of genes annotated in the chickpea genome^6^. This may be due to the availability of incomplete (~74%) chickpea genome sequence as of now. 

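The 8 salinity-related samples list the same 32420 gene loci, named by locus identifiers of the merged assembly. Of these, 26651 lie on the 8 pseudomolecules of the kabuli genome, 5586 on unplaced scaffolds and 183 on contigs. A single reference gene ID is given for 26805 loci, and several reference gene IDs are given for 1008 loci. The loci occupy 29486 different ranges, because 4549 loci have the same start and end as at least 1 other locus. Individual transcripts were not analysed here.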

A comparison of the transcriptome assembly in this study with the chickpea genome annotation led to the identification of 5135 (15.8%) novel loci (Fig. 1b). 

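Among the gene loci, 4607 (14.2%) have no reference gene ID. They are shorter than the rest, with a median span of 917 bp against 3245 bp for loci with a reference gene ID. Of the loci without a reference gene ID, 90.3% were above 0 FPKM in at least 1 salinity-related sample, as were 75.7% of the loci with one. The former were assembled from reads of samples that include these, so a higher percentage above 0 is built into their definition. At 1 FPKM or more in at least 1 sample the order was reversed, with 46.7% of the loci without and 53.1% of the loci with a reference gene ID. All 115 loci of 100 bp belong to the loci without a reference gene ID, as do all but 233 of the 887 loci that span 200 bp or less.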

Overall, more than 19% and 16% of exons and introns, respectively, represented in the transcriptome, were novel (Fig. 1b). A putative function could be assigned to 3589 novel transcripts via BLAST search in various protein/nucleotide databases, including TAIR9, Uniref90, Uniref100, nr, Pfam and SMART, whereas the function of others remain unknown. Overall, these results demonstrate the potential of RNA-seq in discovery of novel genes/transcripts in the sequenced genomes as well.

### Global gene expression analysis

The normalized expression level (number of fragments per kilobase of exon per million fragments mapped, FPKM) of each transcript was estimated in all the samples analyzed. 

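The percentage of gene loci above 0 FPKM was 61.9% in Stol-Veg-CT, 65.5% in Stol-Veg-SS, 64.0% in Ssen-Veg-CT and 63.8% in Ssen-Veg-SS. At the LR stage it was 71.8% in Stol-LR-CT, 71.9% in Stol-LR-SS, 68.6% in Ssen-LR-CT and 69.3% in Ssen-LR-SS, so that every LR sample exceeded every Veg sample. In total, 25230 loci (77.8%) were above 0 FPKM in at least 1 of the 8 samples and 18273 loci (56.4%) in all of them. A minimum of 1 FPKM moved these values most, to between 34.8% in Ssen-Veg-CT and 41.7% in Stol-LR-SS, and the LR samples no longer all exceeded the Veg samples, since Stol-Veg-CT was at 40.1%. A value of exactly 0 FPKM can be a failed estimate, since 40 values of 0 occurred at loci whose median over the other 7 samples was at least 10 FPKM.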

A total of 78883 transcripts were identified as expressed in at least one of the 16 samples analyzed. We detected 22,987 transcripts expressed constitutively in all the samples. The number of expressed transcripts varied from 37.5% for Dsen-ER-DS to 72.4% for Dtol-LR-DS sample (Fig. 2a). To investigate the relationship among the transcriptomes of different tissue samples (genotype/developmental stage/condition), we performed a correlation analysis on the normalized expression values from all the samples and generated a dendrogram (Fig. 2b). This analyses revealed that diversity of transcriptome was determined in the order of developmental stage, genotype and experimental condition (Fig. 2b). 

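Pearson's r between samples was calculated across the gene loci above 0 in at least 1 sample, on log2(FPKM + 1), and gene loci are not independent replicates. Pairs of samples that differ only in the developmental stage had a mean r of 0.846 (SD 0.044 over 4 pairs). Pairs that differ only in the genotype had a mean r of 0.876 (SD 0.056), and pairs that differ only in the condition had a mean r of 0.896 (SD 0.055). The differences between these means are smaller than or close to the spread between pairs of the same kind. Spearman's rho gave the same order, with means of 0.876, 0.892 and 0.912, and on FPKM without a log the 3 means fell to 0.178, 0.352 and 0.404. In average linkage clustering on 1 - r, the 4 LR samples joined first, followed by Ssen-Veg-CT, while Stol-Veg-CT joined Ssen-Veg-SS and Stol-Veg-SS joined last. Divided into 2 clusters, 5 of the 8 samples lay on the side of their own stage, against 7 with Spearman's rho and 6 with complete linkage. The count of 5 comes from Stol-Veg-SS standing alone, and any split of 1 sample from the other 7 gives it. The count of 6 comes from the 2 Stol-LR samples standing against all others, so neither split separates the stages. With Spearman's rho, only Ssen-Veg-CT lay with the other stage. From the dendrogram of all its samples, the paper concludes that the developmental stage had the largest influence on the transcriptome, before the genotype and the condition.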

The transcriptomes of salinity-related genotypes at the Veg stage showed closer correlation. 

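The 6 pairs of Veg samples of the salinity-related genotypes had a mean r of 0.842 (SD 0.032), and the 16 pairs of a Veg and an LR sample had a mean r of 0.841 (SD 0.039). The 6 pairs of LR samples were more alike, with a mean r of 0.923 (SD 0.023). Under control conditions, the 2 genotypes had an r of 0.879 at the Veg stage, whereas under salinity stress their r was 0.799. Spearman's rho for the same pairs was 0.874 and 0.873, while every setting with Pearson's r kept a lower value under stress. The difference thus depends on the coefficient. Ssen-Veg-CT was nearer to Ssen-LR-SS (r = 0.918) than to any Veg sample.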

Likewise, the transcriptomes analyzed at the reproductive stages were closer. For instance, the transcriptomes of drought and salinity related cultivars at LR stages were grouped together. Further, at a given developmental stage, the transcriptome of genotypes related to drought/salinity were more related to each other and were clustered together. At ER stage, the transcriptomes of drought-tolerant and sensitive cultivars were more similar under control/stress condition. However, for other three cultivars, higher similarity among the transcriptomes under control and stress conditions of the same genotype was observed. 

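For the salinity-related genotypes, r between the control and the stressed sample was 0.958 for Ssen-LR, 0.928 for Stol-LR, 0.856 for Ssen-Veg and 0.844 for Stol-Veg. The nearest sample was the other condition of the same genotype and stage for 4 of the 8 samples, and it was a sample of the same stage for 6. Stol-LR-CT differed little in its distance to Stol-LR-SS and to Ssen-LR-SS, for which r was 0.926. Stol-LR-SS was nearest to Ssen-LR-SS (r = 0.931). With the loci restricted to those with at least 1 FPKM in at least 1 sample, Stol-LR-CT was nearest to Ssen-LR-SS (r = 0.894), as was Stol-LR-SS (r = 0.902).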

Altogether, our data indicate that different genotypes exhibit divergent gene expression programs at different developmental stages and stress conditions.

### Differential gene expression under drought and salinity stress

To study the differential gene expression, we first filtered out the transcripts with very low expression level in all the samples analyzed. After filtering, we calculated the fold change of each transcript for each genotype and developmental stage under stress condition as compared to the respective control condition and identified the transcripts with significant differential expression (≥two-fold change with P-value ≤ 0.05). Overall, a total of 18462 transcripts representing 13964 unique gene loci exhibited significant differential expression under at least one sample/stress condition. The number of differentially expressed transcripts (DETs) varied from 1295 (for Dsen-ER-DS) to 5523 (for Stol-LR-SS) (Fig. 3a). 

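Under salinity stress, 5927 gene loci changed 2-fold or more in Stol-Veg, 2705 in Ssen-Veg, 1762 in Stol-LR and 1131 in Ssen-LR, of the loci compared in each contrast. Over the alternatives the number for Stol-LR ranged from 291 with a 4-fold threshold to 4774 with a pseudocount of 0.1 and no filter on low values. Median-ratio scaling lowered the number for Stol-Veg to 2568 loci and left 2569 in Ssen-Veg, 1933 in Stol-LR and 1141 in Ssen-LR. The median log2 fold change over all compared loci was -0.53 in Stol-Veg and 0.16 in Ssen-Veg, and after the scaling it was 0.12 and 0.01.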

A larger number of transcripts were downregulated as compared to those upregulated under all the conditions except for Ssen-Veg-SS sample. 

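Among the changed loci, 564 were upregulated and 5363 downregulated in Stol-Veg, so that 90.5% were downregulated. In Ssen-Veg, 1828 loci were upregulated and 877 downregulated (32.4%). Downregulated loci were also the larger part at the LR stage, with 590 up and 1172 down in Stol-LR (66.5% down) and 413 up and 718 down in Ssen-LR (63.5% down). After median-ratio scaling the direction was reversed in Stol-Veg, where 1548 loci rose and 1020 fell (39.7% down). The percentage of downregulated loci was then 47.0% in Ssen-Veg, 52.3% in Stol-LR and 55.0% in Ssen-LR. The scaling moves all loci of a sample together, so the reversal does not show which direction is the response. With a pseudocount of 0.1 and no filter, the downregulated loci of Stol-LR were 48.7% of the changed loci.

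**Figure D2:**
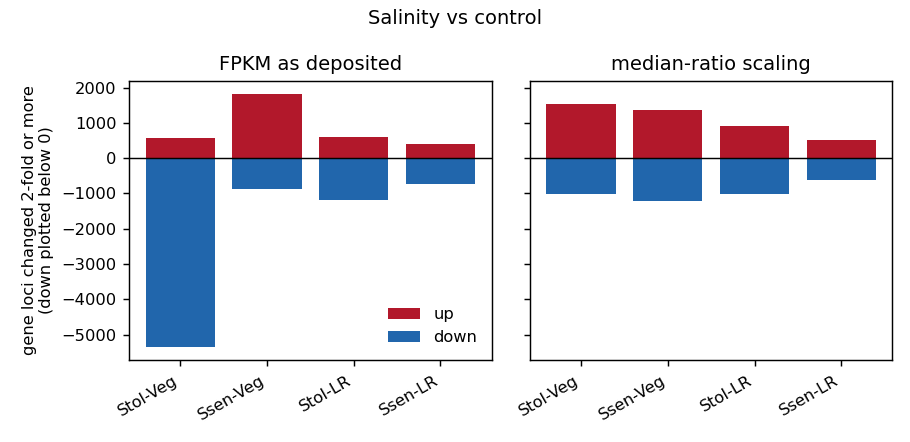
Number of gene loci changed 2-fold or more in salinity stress against control, upregulated above 0 and downregulated below 0, for the 4 combinations of genotype and stage, with the FPKM as deposited on the left and after median-ratio scaling on the right. In Stol-Veg the 5363 downregulated loci on the left become 1020 on the right.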

Under drought stress, larger transcriptional differences between drought-tolerant (3643 DETs) and drought-sensitive (1295 DETs) genotypes were observed at the ER stage. However, a higher extent of transcriptional reprogramming in the salinity-tolerant genotype (5523 DETs) was observed at the LR stage as compared to the sensitive genotype (1658 DETs) under salinity stress. 

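At the LR stage, the changed loci were 10.4% of the compared loci in the tolerant genotype and 6.68% in the sensitive genotype. Stol-LR had more changed loci than Ssen-LR with the FPKM as deposited and under each alternative, from 291 against 243 with the 4-fold threshold to 4774 against 2986 with a pseudocount of 0.1 and no filter. The loci with the largest changes in Stol-LR had no reference gene ID and spanned at most 236 bp, and at short spans FPKM values can be extreme (the median FPKM of loci above 0 was at least 994 times higher at 100 bp than at 101 to 200 bp in the Veg samples with at least 10 such loci). XLOC_016885 on pseudomolecule 5 of the kabuli genome (15042684 to 15042783, 100 bp) was listed at 0 FPKM in Stol-LR-CT and 1403 FPKM in Stol-LR-SS, a log2 fold change of 10.46. XLOC_021199 on pseudomolecule 6 (5281198 to 5281298, 101 bp) went from 0 to 479 FPKM, a log2 fold change of 8.91. XLOC_022405 on pseudomolecule 7 (18984684 to 18984919, 236 bp) and XLOC_031101 on scaffold575 (110311 to 110410, 100 bp) both went from 1478 to 0 FPKM, a log2 fold change of -10.53. From the larger number of differentially expressed transcripts in the tolerant genotype, the paper reasons that transcriptional reprogramming was more extensive there at the LR stage, and it proposes in its discussion that chickpea plants are more sensitive to salinity stress at this stage.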

Next, we identified the DETs between the stress-related cultivars under control conditions. A total of 4053 and 1330 genes were differentially expressed at ER and LR stages, respectively, between the two drought-related cultivars (Fig. 3b). 

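Under control conditions, 6714 gene loci differed 2-fold or more between JG 62 and ICCV 2 at the Veg stage and 2697 at the LR stage. At the Veg stage, 5945 of these loci were higher and 769 lower in JG 62, and the median log2 fold change over all compared loci was 0.61. For the LR stage, 1322 loci were higher and 1375 lower in JG 62. Median-ratio scaling, which divides Stol-Veg-CT by the largest of the 8 ratios, lowered the number at the Veg stage to 3526 and reversed the main direction, with 1556 loci higher and 1970 lower in JG 62. As it moves all loci of a sample together, this reversal does not show which direction holds.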

Likewise, 1376 and 3660 genes were differentially expressed at Veg and LR stages, respectively, between two salinity-related cultivars. 

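After median-ratio scaling, 2756 gene loci differed between the salinity-related cultivars at the LR stage, fewer than at the Veg stage. The number was higher at the Veg stage under each of the other alternatives as well, from 1684 against 773 loci with the 4-fold threshold to 11388 against 5956 loci with a pseudocount of 0.1 and no filter. The loci that were higher in JG 62 made up 49.0% of the different loci at the LR stage, and 59.1% after the scaling.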

Here also, larger transcriptional differences between drought-tolerant and sensitive genotypes were observed at the ER stage, whereas salinity related cultivars showed greater extent of transcriptional variations at the LR stage.

Further, we analyzed overlap between the conditions in different genotypes at both stages of development. This analysis suggested that a major fraction of DETs were unique to each condition. A total of 7162 (79.1%) transcripts exhibited genotype- and developmental stage-specific differential expression under drought stress (Fig. 3c). 

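Of the 8673 gene loci changed 2-fold or more in at least 1 of the 4 salinity contrasts, 6421 (74.0%) changed in 1 contrast only. These comprise 4116 loci in Stol-Veg, 1261 in Ssen-Veg, 678 in Stol-LR and 366 in Ssen-LR. With a 4-fold threshold the percentage was 90.5%, and with a pseudocount of 0.1 it was 58.3%.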

Likewise, 7174 (84.8%) transcripts exhibited genotype- and developmental stage-specific differential expression under salinity stress (Fig. 3d). Only a small proportion of transcripts (~20% under drought stress and ~15% under salinity stress) exhibited differential expression in both the genotypes and/or developmental stages. 

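Under salinity stress, 1745 gene loci changed in 2 of the 4 contrasts and 414 in 3. At the Veg stage, 1084 loci changed in both genotypes, of which 33.9% changed in the same direction. At the LR stage, 287 loci changed in both genotypes, of which 45.3% changed in the same direction. After median-ratio scaling, the loci changed in both genotypes at the Veg stage were 540 and the percentage with the same direction rose to 57.0%, whereas at the LR stage it was 42.6%. Across all compared loci, Pearson's r between the log2 fold changes of the 2 genotypes was -0.00506 at the Veg stage and 0.0105 at the LR stage, and loci are not independent replicates. Spearman's rho was -0.0518 and 0.0754, and under independence 947 loci at the Veg stage and 118 at the LR stage would change in both genotypes. The excess at the Veg stage depended on the setting. With a pseudocount of 0.1 it was absent, with 2633 loci against 2721, and with the filter at 5 FPKM, with 995 against 1105. After median-ratio scaling there were 540 against 390. At the LR stage the observed number exceeded that under independence in every setting.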

Only 32 transcripts were differentially expressed in both the drought-related genotypes and developmental stages under drought stress. Similar observations were made for the salinity stress, where only 20 transcripts exhibited differential expression in both the salinity-related genotypes and developmental stages. 

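In all 4 salinity contrasts, 93 gene loci changed 2-fold or more, and 6.59 loci would be so if the contrasts were independent. With a 4-fold threshold 4 loci did so, and with a pseudocount of 0.1 and no filter 321 loci, against 29.7 if the contrasts were independent. After median-ratio scaling the number was 55, against 3.00 under independence. With the filter at 5 FPKM it was 93 against 14.9, and with a pseudocount of 0.1 and the filter at 1 FPKM 307 against 78.3. Loci too weakly expressed to reach the threshold lower the number under independence. Without a filter these include loci at 0 FPKM in all 8 samples. The excess over independence is therefore overstated, most of all without a filter.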

Further, we performed a comparison of differentially expressed unique gene loci under drought/salinity stress in the tolerant/sensitive cultivars with our earlier transcriptome analysis under desiccation and salinity stresses in the roots of ICC 4958 seedlings (Garg *et al.*, 2015). Overall, only a small fraction of genes were found to be common in all the comparisons between the two studies (Supplementary Fig. S1), suggesting the genotype and developmental stage specific stress response in chickpea.

We performed a GO enrichment analysis to assign functional categories to the differentially expressed genes. The genes that encode enzymes involved in various metabolic processes, such as carbohydrate/hexose metabolic processes, lipid metabolic process, energy reserve metabolic process, lipoprotein metabolic process, nitrogen compound metabolic process and oxidation reduction, were found to be greatly enriched under stress conditions (Fig. 4a). The GO terms, cell wall biogenesis, cell redox homeostasis, DNA conformation change and/or ethylene signaling were represented specifically under salinity stress. The genes involved in protein modification process, regulation of transcription and RNA metabolic processes were enriched in the LR stage in drought- and salinity-sensitive cultivars. The GO terms related to transport (ion/metal ion transport and lipid transport) were significantly represented at the ER stage in drought-tolerant and Veg stage in salinity-tolerant cultivar under stress condition. The genes associated with nucleic acid and nitrogen compound metabolic processes, post-translational protein modification and regulation of transcription were significantly enriched among the DETs in drought-tolerant and salinity-tolerant cultivars as compared to the sensitive genotypes under control condition at the LR stage (Fig. 4b). However, the genes involved in signal transduction, intracellular protein transport and vesicle-mediated transport were specifically represented in drought-tolerant genotype at the ER stage. Likewise, genes involved in cell wall organization/biogenesis, lipid transport, protein targeting, DNA conformation change and glucan metabolic processes were significantly enriched in salinity-tolerant cultivar at the Veg stage.

Further, the GO analysis revealed that a large number of transcripts involved in stomata regulation (regulation of stomatal movement/closure), such as those encoding for putative ABC transporter permeases, cytidine deaminases, U-box containing protein, enhancer of mRNA-decapping protein and dihydroflavonol-4-reductase, were found to be differentially expressed in different cultivars and/or stress conditions (Supplementary Fig. S2a). Likewise, a large number of transcripts involved in ion homeostasis (cellular anion/cation homeostasis), such as those encoding for putative glutathione S-transferases, amino acid permeases, phosphatidylinositol-4-phosphate 5-kinases and G3BP-like proteins, were also found to be differentially expressed in different chickpea cultivars and/or stress conditions (Supplementary Fig. S2b).

### Validation of differential gene expression

We performed quantitative reverse transcription (real time) PCR analysis to validate the results of differential gene expression obtained from RNA-seq data. The expression of at least nine genes (selected randomly based on their differential expression patterns under different stress conditions and developmental stages) was validated via RT-qPCR in all the tissue samples. We observed similar gene expression trends (upregulation or downregulation) in RT-qPCR analysis as that of RNA-seq for most of the samples. Further, we determined an overall correlation value of 0.75 (ranged from 0.71 to 0.93 for individual genes) between RNA-seq and qRT-PCR for all (total of 144; average fold change of nine genes in the four genotypes at two developmental stages under stress condition) the data points analyzed (Supplementary Fig. S3). These results suggested a very good agreement between the results obtained via RNA-seq and RT-qPCR.

### Expression trends across the chickpea genotypes, developmental stages and stress conditions

To investigate the clusters of genes with similar expression trends across different comparisons, we performed k-means clustering of all the DETs. 11 out of 20 clusters representing 9711 transcripts exhibited unique gene expression profiles across the samples. They contained 396 to 1175 genes. Four of these clusters were merged into two based on their similar expression patterns, thus resulting in a total of nine clusters (C-I to C-IX) (Fig. 5). Each cluster showed distinct characteristics in terms of preferential expression of genes. These clusters were further classified into three superclusters based on the specificity of stress response, including drought, salinity and drought + salinity. Four clusters (C-I to C-IV) of genes exhibited preferential expression in drought-related cultivars, whereas three gene clusters (C-V to C-VII) exhibited preferential expression in salinity-related cultivars. 

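In Fig. 5, genes of C-V are higher in Stol-Veg-CT than in Ssen-Veg-CT and are induced in Ssen-Veg by salinity stress, whereas genes of C-VII are induced in Stol-Veg and are lower in Stol-Veg-CT than in Ssen-Veg-CT. The k-means clustering itself was not repeated, since it also used drought samples that were not analysed here. Of the compared gene loci, 1230 followed the pattern of C-V with a 2-fold change or more in both comparisons, and 76 followed the pattern of C-VII. The comparisons of C-V share the sample Ssen-Veg-CT and those of C-VII share Stol-Veg-CT, which raises the overlap. No number under independence was calculated for C-V and C-VII, so these counts only describe the patterns. Both patterns depend on the level of Stol-Veg-CT, and after median-ratio scaling 562 loci followed the pattern of C-V and 387 the pattern of C-VII.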

Two clusters, C-VIII and C-IX, exhibited preferential expression in both drought and salinity stress samples. Cluster-I genes (1175) exhibited higher expression in drought-tolerant cultivar as compared to drought-sensitive cultivar at ER stage under control conditions and drought-sensitive cultivar under drought stress. Cluster-VI genes were induced in salinity-tolerant cultivar as compared to salinity-sensitive cultivar at the LR stage under control conditions and salinity-sensitive cultivar under salinity stress.

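The pattern of C-VI was followed by 225 gene loci, which were 2-fold or more higher in both Stol-LR-CT and Ssen-LR-SS than in Ssen-LR-CT. If the 2 comparisons were independent, 32.3 loci would do so, but both divide by the same sample, which raises the overlap. In the mirror pattern, with Stol-LR-CT as the shared sample, 177 loci were higher in both Stol-LR-SS and Ssen-LR-CT. After median-ratio scaling, 295 loci followed the pattern of C-VI and 214 its mirror.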

We assessed each cluster individually for enrichment of biological process GO terms. We observed somewhat distinct and significant functional bias in different clusters (Fig. 5). For example, genes involved in electron transport, nucleoside salvage and cell redox homeostasis were significantly enriched in C-I genes, which were up-regulated in drought-tolerant cultivars under control and drought-sensitive cultivar under drought stress at the ER stage. However, genes involved in spermine and polyamine metabolic processes (C-II) were induced at the LR stage in drought-tolerant cultivars under control condition and in drought-sensitive cultivar under drought stress. The genes involved in glycogen catabolic processes, fatty acid biosynthesis, ion transport and regulation of transcription (C-III and C-IV) were preferentially expressed in drought-tolerant cultivar at ER and LR stages. The genes involved in DNA replication, response to oxidative stress, response to salt stress, photosynthesis, transport, energy generation, cell redox homeostasis, protein folding, regulation of transcription, oxidation reduction, inositol metabolic process etc. were significantly enriched in the clusters (C-V to C-VII) showing response in salinity related cultivars. The cluster of genes showing response in both drought and salinity related cultivars were found to be involved in biological processes, including regulation of transcription, post-translational modification, phosphorylation, ion transport, cell wall organization, mRNA and ncRNA processing, response to stress and cell redox homeostasis etc.

### Differential expression of transcription factor encoding genes

We identified the members of 86 transcription factor (TF) families in the chickpea genome, which were represented by 1654 gene loci (5177 transcripts). The differentially expressed TF encoding transcripts were identified by comparisons between control and stress conditions for each genotype at different developmental stages. Among these, at least 775 TF encoding genes (1054 transcripts) belonging to 80 families were differentially expressed under stress conditions. Largest number of members of bHLH gene family were differentially expressed followed by AP2-EREBP and MYB family members (Fig. 6a). A significant number of HB, WRKY and NAC family members also showed response to different stresses. At least 10 members of 24 TF families were found to be differentially expressed. Further, we analyzed the differential expression specificity of top 10 TF families under different stress conditions (Fig. 6b). Although none of TF family could be assigned to a specific stress condition, we observed preferential differential expression of a few TF families under a particular stress condition. For instance, most of the members of bHLH family exhibited differential expression under drought stress (Fig. 6b). Likewise, a larger number of WRKY and NAC TF family members were differentially expressed under salinity stress as compared to drought stress. However, similar number of members of AP2-EREBP and MYB TF families contributed to the drought and salinity stress responses.

Further, we analyzed the differential gene expression of AP2-EREBP TF family members in more detail (Fig. 6c). AP2-EREBP family is represented by at least 146 genes in the chickpea genome. We identified at least 78 transcript isoforms representing 50 unique gene loci to be differentially expressed under the conditions/samples analyzed. Largest number of transcripts were differentially expressed in drought-tolerant cultivar under drought stress at the ER stage (Supplementary Fig. S4). However, a larger number of unique gene loci were differentially expressed in drought-tolerant cultivar at the ER stage as compared to drought-sensitive cultivar. 

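Fig. 6c lists 78 transcripts of the AP2-EREBP transcription factor family from 50 gene loci, all of which were matched to the data by their reference gene ID, and 44 of them had at least 1 FPKM in at least 1 salinity-related sample. Of these 44 loci, 21 changed 2-fold or more in at least 1 of the 4 salinity contrasts. At the LR stage, 7 loci changed in the tolerant genotype, 1 up and 6 down, and 2 loci changed in the sensitive genotype, both down. At the Veg stage, 17 loci changed in the tolerant genotype, all down, and 6 in the sensitive genotype, 4 up and 2 down. After median-ratio scaling, 9 loci changed in Stol-LR (3 up and 6 down), 2 in Ssen-LR, 2 in Stol-Veg (both up) and 6 in Ssen-Veg, so that the order of the 2 stages in the tolerant genotype depends on the scaling. The largest falls in Stol-LR were those of Ca_03226 (pseudomolecule 7, 2530777 to 2531400), from 37.3 to 9.31 FPKM with a log2 fold change of -1.89, and Ca_03431 (pseudomolecule 4, 8013620 to 8013919), from 5.69 to 1.19 FPKM with a log2 fold change of -1.61. The rise was that of Ca_04790 (pseudomolecule 5, 30932362 to 30933429), from 6.54 to 16.0 FPKM with a log2 fold change of 1.18. The median log2 fold change of the 44 loci lay at percentile 61.9 in Stol-LR and 37.2 in Ssen-LR among the medians of 10000 random lists of 44 loci matched on mean expression. Fig. 6c shows only the family members that the paper found differentially expressed, in samples that include these. The percentiles therefore describe that list, not the whole family, and are no test.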

Under salinity stress, a larger number of AP2-EREBP family members were differentially expressed in the salinity-tolerant cultivar at the LR stage (Supplementary Fig. S4). These observations suggest the role of AP2-EREBP family members in drought stress response at the ER stage and salinity stress response at the LR stage. These results are in agreement with that of whole transcriptome level. Further, we observed the genotype, developmental stage and/or stress condition specific differential expression of different isoforms of AP2-EREBP family members (Fig. 6c).

### Regulation of metabolic pathways under stress conditions

We further investigated the possible metabolic pathways involved in drought and/or salinity stress responses using AraCyc database. The enrichment analysis revealed several major metabolic pathways involved in the stress responses. Photosynthesis light reactions was the most significant pathway overrepresented majorly in the salinity stress-responsive genes. 

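Fig. 7 lists 15 gene loci for the photosynthesis light reactions, and 12 of them changed 2-fold or more in at least 1 salinity contrast. Of the 23 transcripts shown for this pathway, 5 carry no locus label, so the list may be incomplete. At the LR stage, 6 loci fell in the sensitive genotype and none rose, whereas 1 locus rose in the tolerant genotype and none fell. The median log2 fold change was -0.97 in Ssen-LR, below all of 10000 random lists of 15 loci matched on mean expression, and 0.33 in Stol-LR, at percentile 96.9 of such lists. Over the alternatives the medians ranged from -1.29 to -0.92 in Ssen-LR and from 0.27 to 0.61 in Stol-LR, but the filter at 5 FPKM left 5 of the 15 loci, the setting without a pseudocount left 7 in Ssen-LR and 2 in Stol-LR, and the 4-fold threshold does not act on medians. The percentiles describe the pooled libraries and are no test, since the pathways of Fig. 7 were selected for enrichment in genes that were differentially expressed in samples that include these, and the difference between the genotypes was not tested. At the Veg stage, 5 loci fell in Stol-Veg and none rose, while in Ssen-Veg 3 rose and 2 fell, and after median-ratio scaling no locus changed in Stol-Veg. Expression of the list was low, with a median over its loci of 0.42 FPKM in Stol-LR-CT, 0.75 in Stol-LR-SS, 3.74 in Ssen-LR-CT and 0.89 in Ssen-LR-SS. Ca_11301 (pseudomolecule 5, 43059890 to 43060489) fell from 4.68 to 0.63 FPKM in Ssen-LR, a log2 fold change of -1.80, and Ca_01661 (pseudomolecule 5, 35688643 to 35689005) from 3.32 to 0.26 FPKM, a log2 fold change of -1.78. In Stol-LR, Ca_07943 (pseudomolecule 1, 6781374 to 6782610) rose from 0.43 to 2.00 FPKM, a log2 fold change of 1.07. The paper ranks this pathway from an enrichment test against AraCyc, which was not repeated here.

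**Figure D3:**
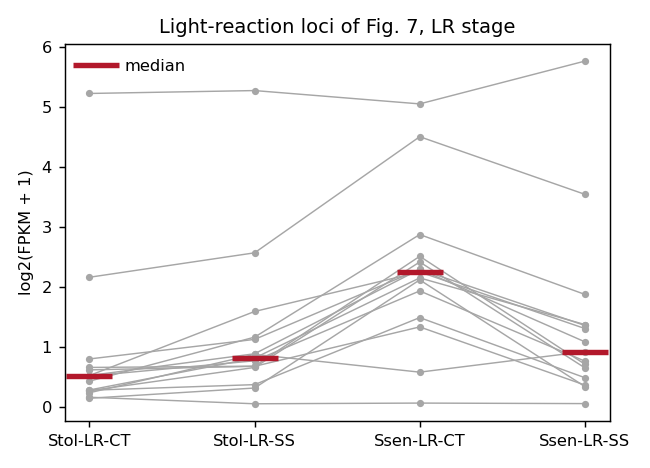
Expression of the 15 light-reaction gene loci of Fig. 7 in the 4 LR samples, as log2(FPKM + 1); each grey line joins the values of 1 locus and the red bars are medians over the loci. Ssen-LR-CT was above Ssen-LR-SS at 13 of the 15 loci, and Stol-LR-SS was above Stol-LR-CT at 14.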

The metabolic pathways, UDP-glucose biosynthesis and trehalose (a non-reducing disaccharide) biosynthesis, were significantly represented under drought stress. However, the transcripts involved in starch biosynthesis, citrulline (a non-standard amino acid) biosynthesis and xyloglucan (component of primary cell wall) biosynthesis were significantly enriched in both drought and salinity stress responsive genes. 

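For starch biosynthesis, 14 of the 18 gene loci listed in Fig. 7 passed the low-expression filter, and their median log2 fold change was -0.35 in Stol-LR and -0.32 in Ssen-LR. Among 10000 random lists matched on mean expression, these medians lay at percentiles 2.38 and 1.48, which are no test of a list selected in this way. In Stol-LR, 5 loci fell and 1 rose, and in Ssen-LR 2 fell. Ca_09767 (pseudomolecule 2, 35915263 to 35918257) fell from 28.3 to 0.73 FPKM in Stol-LR, a log2 fold change of -4.08, and was at 0.18 FPKM in Ssen-LR-CT and 0.17 FPKM in Ssen-LR-SS. In the Veg samples this locus was at 0.71 FPKM or less, so it stood out in Stol-LR-CT alone. For such loci, reads from another organism or a single replicate that differs were not excluded. Ca_05169 (pseudomolecule 6, 14031242 to 14042586) rose from 1.20 to 3.59 FPKM in Stol-LR, a log2 fold change of 1.06. For citrulline biosynthesis, 7 of the 8 listed loci were matched to the data, with a median log2 fold change of -0.08 in Stol-LR, which became 0.02 after median-ratio scaling, and -0.33 in Ssen-LR. No citrulline locus changed 2-fold in Stol-LR, and 2 fell in Ssen-LR. For xyloglucan biosynthesis, 6 of the 7 loci passed the filter and none of them changed 2-fold at the LR stage. Their median log2 fold change was -0.33 in Stol-LR, at percentile 3.93 of the random lists, and -0.10 in Ssen-LR. At the Veg stage, the medians for starch, citrulline and xyloglucan biosynthesis were 0.36, 0.43 and 0.48 in Ssen-Veg, where all compared loci had a median of 0.16, and -0.66, -0.55 and -1.03 in Stol-Veg, where all compared loci had a median of -0.53. After median-ratio scaling they were 0.15, 0.37 and 0.29 in Ssen-Veg and 0.18, 0.41 and -0.14 in Stol-Veg.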

We detected the differential expression of multiple transcript isoforms representing different steps of these metabolic pathways. The heatmaps showing differential expression of the transcripts associated with these pathways are depicted in Fig. 7. In addition, several other metabolic pathways, such as fatty acid degradation, gluconeogenesis, secondary cell wall, proline biosynthesis and generation of precursor metabolites and energy were also significantly represented in the stress-responsive genes. Most of these pathways represented the same biological processes found to be significantly enriched in GO analysis. Further, we performed metabolic pathway analysis of different sets of DETs via MapMan. This analysis also highlighted enrichment of similar pathways, such as those involved in cell wall (trehalose and xyloglucan), photosynthesis, starch/sucrose metabolism, lipid metabolism, and secondary metabolism (phenylpropanoids, terpenes, amino acids and nucleotides), in the DETs in drought and salinity related cultivars (Supplementary Fig. S5, S6). A larger number of DETs involved in various pathways were up-regulated in drought-tolerant cultivars under control and drought stress conditions at ER stage (Supplementary Fig. S5). However, in salinity-tolerant cultivars, a larger number of DETs involved in various pathways exhibited up-regulation under control and salinity stress conditions at LR stage (Supplementary Fig. S6). Overall, these results suggest a crucial role of several metabolic pathways in drought and salinity stress responses.

Several transcripts involved in biotic stress response pathway were also found to be differentially expressed in the chickpea cultivars under control and/or stress conditions. A larger fraction of DETs in the drought-tolerant cultivar at the ER stage under control and drought stress conditions overlapped with the biotic stress response pathways (Supplementary Fig. S7). However, a larger fraction of DETs in the salinity-tolerant cultivar at the LR stage under control and salinity stress conditions overlapped with the biotic stress response pathways (Supplementary Fig. S8). The transcripts implicated in hormone (auxin, brassinosteroid, ethylene, ABA, SA and JA) signaling/metabolism, cell wall, proteolysis, secondary metabolism, redox homeostasis (peroxidases and glutathione-S-transferases), MAPK signaling, defense response and regulation of transcription (ERF, bZIP, WRKY and MYB family TFs) were found regulated under drought and salinity stresses in chickpea. A significant overlap between abiotic and biotic stress responsive genes, suggested a crosstalk between abiotic and biotic stress signaling in chickpea.

## Discussion

The availability of diverse germplasm provide an excellent opportunity to understand the molecular basis of variability in their response to various abiotic stresses, such as drought and salinity. In this study, we analyzed well-characterized chickpea genotypes for their response to drought (ICC 4958 and ICC 1882) or salinity (JG 62 and ICCV 2) stress. Various phenotypic analyses confirmed the contrasting responses of the selected chickpea genotypes to drought or salinity stress. The developmental stage of the genotypes showed confounded effects on stress response^25^,^27^. The drought response had indicated that ICC 4958 had complementary advantages, such as earliness and early growth vigor of both root and shoot systems that confer greater yield under drought stress. At the ER stage, ICC 4958 exhibited thinner roots for better proliferation of root biomass under drought stress, which is an adaptive feature. The reduction of SLA in ICC 4958 was also a similar successful modification in response to drought. At this stage, ICC 4958 has already attained the exponential growth phase, whereas ICC 1882 was way behind. At LR stage, the shoot biomass of ICC 1882 increased as the exponential growth phase was attained. The root length of ICC 4958 reduced substantially at the LR stage as this genotype approached maturity and root death already started. Therefore, the crop growth stage seems to contribute to the drought adaptation. Overall, the phenotypic analyses emphasized the key roles of root system differences and overall phenology in contrasting drought tolerance of the two genotypes^28^.

Previously, JG 62 and ICCV 2 genotypes had been characterized as tolerant and sensitive based on high and low seed yield, respectively, under salinity stress^29^. JG 62 is relatively longer in duration and has the potential to produce two pods per node, thereby partitioning the photo-assimilates in to the grains rapidly^30^. The reduction in shoot biomass at the Veg stage under salinity stress observed here was more related to the phenological differences. More biomass was accumulated in ICCV 2 due to considerable earliness and exponential growth phase. Likewise, root biomass and root length of ICCV 2 reduced substantially under salinity stress at LR stage due to early senescence. Lesser SLA in JG 62 at Veg stage and in ICCV 2 at LR stage under salinity stress can be explained in terms of the growth stage and length of the growth period. It has been shown that the accumulation of sodium continues to occur across the growing period and the concentration of sodium and potassium ions are significantly higher in the sensitive genotypes as compared to the tolerant genotypes^31^. Overall, difference in the salinity tolerance between the two genotypes is not related to their capacity to produce biomass or fill seeds (seed size) under salinity stress, but related to the ability to partition the biomass to the reproductive structures to produce larger number of pods/seeds as shown in previous studies^29^,^32^,^33^.

Understanding the molecular basis of drought/salinity tolerance can facilitate the deployment of genetic engineering and molecular breeding approaches for development of stress-tolerant varieties in crop plants. Although a few genes involved in drought and/or salinity stress response have been identified in chickpea^11^,^12^,^13^,^14^,^15^,^16^,^17^, the molecular mechanism underlying drought/salinity tolerance remains largely unknown. A global transcriptional reprogramming is considered as the important molecular response of the plants to adapt/cope the drought and salinity stress. To understand the molecular response, we performed RNA-seq analysis of the chickpea genotypes (sensitive and tolerant) and investigated transcriptional differences under control and/or stress conditions within/across the genotypes(s). We identified several novel gene loci and transcript isoforms in chickpea, which demonstrated the power of deep sequencing technology. The abundance of thousands of transcripts involved in several biological processes and metabolic pathways was found to be altered in different chickpea genotypes. Most of the transcripts exhibited a genotype and/or developmental stage specific response. Overall analysis of RNA-seq data revealed a complex transcriptional network governing drought and/or salinity stress responses in chickpea.

We observed extensive transcriptional reprogramming in chickpea plants at ER and LR stages under drought and salinity stress, respectively. These results suggested that chickpea plants are more sensitive to drought stress at the ER stage and to salinity stress at the LR stage. Various physiological and phenotypic observations made in previous studies and the present study have demonstrated the higher level of susceptibility of chickpea to various stresses during reproductive development^29^,^31^,^34^. Transcriptome studies conducted in diverse plant species have noted the enrichment of GO terms and metabolic pathways related to stress response^20^,^35^,^36^,^37^,^38^,^39^. We also found the differential accumulation of the transcripts encoding enzymes involved in similar biological processes and metabolic pathways under drought and/or salinity stress conditions in chickpea. For instance, the transcripts involved in various metabolic pathways, cell wall biogenesis, stomatal regulation, ion homeostasis, protein modification process and regulation of transcription were significantly differentially expressed in different chickpea cultivars under stress conditions. Further, our analyses revealed a significant overlap between abiotic and biotic stress responsive genes and several pathways, suggesting a crosstalk between abiotic and biotic stress signaling in chickpea^40^.

The genes encoding enzymes involved in biosynthesis of amino acids (proline and citrulline), polyamines and sugar alcohols (inositol and trehalose) were found to be up-regulated under stress conditions. The production of these osmolytes under abiotic stresses is considered as an adaptive feature^41^. Recently, citrulline has been established as an important biochemical indicator of drought and salinity tolerance^42^. Trehalose is a non-reducing disaccharide present in very low quantity in the plants. The role of trehalose precursor, trehalose-6-phosphate (T6P) as a key regulatory molecule in sugar metabolism, abscisic acid signaling, stress responses and enhancing photosynthetic activity has been established^43^,^44^,^45^. Recently, it has been proposed that fine-tuning of trehalose metabolism can produce stress-tolerant plants without any side-effects^46^,^47^. In addition, we observed that a significantly large number of genes involved in photosynthesis, starch biosynthesis, xyloglucan biosynthesis and UDP-glucose biosynthesis were induced under drought/salinity stress conditions in chickpea. Photosynthesis is a biological process, which needs a tight control under stress conditions. Several studies have reported the regulation of photosynthesis related genes under various abiotic stress conditions^20^,^36^,^48^. Plant hormones, sugars, reactive oxygen species, TFs and protein kinases have been found to regulate the photosynthetic machinery and associated metabolic pathways under abiotic stresses^48^,^49^,^50^. Starch biosynthesis can act as buffer for maintaining optimal status of carbon and energy in the plants under abiotic stress conditions. Accumulating evidences suggest that xyloglucan and UDP-glucose biosynthesis are required for mechanical strengthening and remodeling of cell wall to protect the plants from abiotic stresses^51^. The role of xyloglucan in maintaining root growth has also been proposed, which may provide stress tolerance to the plants^52^,^53^.

In our dataset, about 47% of TF encoding genes were differentially expressed under stress conditions. It has been previously reported that TFs of various families perform a crucial function in abiotic stress responses via gene regulatory networks^20^,^36^,^54^,^55^,^56^. The members of several well-known TF families implicated in abiotic stress responses, such as AP2-EREBP, MYB, NAC and WRKY, were significantly represented among the differentially expressed genes in chickpea. The TF families involved in hormone signaling, such as abscisic acid (ABI3VP1), auxin (Aux/IAA and ARF), gibberellin (GRAS) and cytokinin (ARR) signaling, were differentially expressed, suggesting an important role of plant hormones in drought and salinity stress responses. The role of plant hormones, especially abscisic acid and auxin in abiotic stress responses has been well demonstrated^57^,^58^,^59^,^60^,^61^. The TFs involved in various developmental processes, such as homeobox, MADS-box, ARF and TCP were also found up/down regulated under stress conditions, suggesting their role in developmental stage-specific regulation of stress responses. The role of homeobox TF family in regulation of stage-specific abiotic stress responses has been suggested in previous studies too^62^,^63^. Further, differential expression of multiple isoforms of TFs under different stress conditions can enhance the diversity of their targets. Overall, these results suggest the involvement of a complex transcriptional regulation of various pathways in drought and salinity stress responses. The genes differentially expressed specifically in the tolerant cultivars belonging to different metabolic pathways and transcriptional regulation are the good candidates for further functional analyses. However, the integration of these transcriptome data with other omics and genetics data can help in further selection and pin down the important candidate genes for functional analysis.

In summary, this study provides comprehensive data on differential gene expression in chickpea genotypes with contrasting drought or salinity stress tolerance phenotype. The differences in gene expression between the genotypes at different developmental stages appear to affect the transcription more than the stress condition. A genotype-specific response to drought or salinity stress was more prevalent than the response common to both the tolerant and sensitive genotypes. Further, a different set of genes were found to participate in stress response at vegetative and/or reproductive developmental stages. The genes with dynamic regulation under stress conditions belonged to diverse pathways, mainly metabolic processes, regulation of transcription, protein modification processes and signal transduction. Many of the genes were found to be implicated in biotic stress related pathways as well, which can provide molecular insights into crosstalk between abiotic and biotic signaling. A better understanding of the regulatory function of various components, such as phytohormones, TFs and protein kinases are required to generate abiotic stress tolerant plants. These dataset can be used as starting point to dissect the gene regulatory network involved in drought and/or salinity stress response.

## Methods

### Plant material and stress treatments

Two chickpea genotypes with contrasting phenotype for drought (ICC 4958, drought-tolerant and ICC 1882, drought-sensitive) and salinity (JG 62, salinity-tolerant and ICCV 2, salinity-sensitive) stresses were used in this study. For all the experiments and stress treatments, chickpea plants were grown in a glasshouse/greenhouse (ICRISAT, Hyderabad, India) maintained at a maximum temperature of 25–28 °C and a minimum of 12–22 °C, and a day-time relative humidity of 30–70% with a maximum solar radiation incidence of >1200 *μE* *m*^*−*2^ *s*^*−*1^. Plants were grown in 0.21 m deep pots with 0.25 m diameter containing 9.5 kg of Vertisol soil (pH 8.1, CEC/clay ratio = 0.87, electric conductivity = 0.10 mmhos cm^−1^), fertilized with sterilized farm yard manure as one part for 20 parts soil (v/v) and di-ammonium phosphate at a rate of 300 mg kg^−1^ soil. Three seeds were sown in each pot and maintained under the above mentioned conditions. After 10 days of germination, only one heathy plant per pot was retained for further growth and treatments.

For imposition of drought stress, two sets of ICC 4958 and ICC 1882 genotypes were grown for collecting tissues at early (flowering) and late (podding) reproductive stages. Drought stress was imposed and monitored using a dry down approach^64^. For control plants, pots were maintained at optimum water levels with 90% of the available soil water fraction (ASWF) by irrigating on alternate days. For drought stress, potted soil was maintained at 0.9 ASWF till the start of drought imposition. At the intended time of drought imposition, the pots were irrigated four times with one liter of water each time so as to bring the soil to field capacity. The pots were allowed to drain excess water overnight and weighed. After one day, the surface of each pot was covered with a polythene sheet. The weight of each pot was recorded periodically to monitor the water loss. The roots of the plants were harvested in at least three biological replicates, when ASWF reached to 0.2 at 50 days (ER) and 70 days (LR) for RNA extraction. The control plants were also harvested at the same time for both developmental stages. Ten leaves (fully expanded fourth from the top) from each pot were collected for the RWC measurements^65^ and other leaf-based measurements, such as chlorophyll content (SPAD Chlorophyll Meter) and SLA as described earlier^66^. A separate set of plants were used for recording the root and shoot dry weights (after drying in draught-air oven at 65 °C till constant weight).

For salinity stress, two sets of plants of JG 62 and ICCV 2 chickpea genotypes were grown in pots. The plants were irrigated with either reverse osmosis (RO) water (control) or NaCl solution (salinity treatment) at Veg (40 mM NaCl applied before sowing and 40 mM after 8 days of sowing) and LR (two doses of 40 mM separated by 5 days at the start of flowering) stages. The roots from the control and stressed plants at both the stages were harvested after 15 days of salinity stress treatment for RNA extraction. Root tissues for all the samples were collected in at least three biological replications. Tissues were harvested, quickly wiped, frozen in liquid nitrogen and stored at −80 °C until RNA extraction. A separate set of plants (six replications) were used for various phenotypic analyses as described above for drought stress.

All the phenotypic analyses/measurements were performed in at least six replications and standard error of difference (SEd, minimum difference expected between means to be significantly different) was calculated using Genstat software.

### Illumina sequencing and data pre-processing

Total RNA was extracted from root tissues using TRI Reagent (Sigma Life Science, USA), according to manufacturer’s instructions. The quality and quantity of RNA samples (several dilutions of each) were assessed using Nanodrop Spectrophotometer (NanoDrop Technologies), Agilent Bioanalyzer (Agilent Technologies, Singapore) and agarose gel electrophoresis as described previously^67^. High-quality total RNA (RIN ≥ 8) of two biological replicates of each genotype and condition (total of 32) were processed using TrueSeq RNA Sample Prep kit (Illumina Technologies) for library preparation. The libraries were sequenced on Illumina HiSeq 2000 platform to generate more than 30 million 100 bp long paired-end (PE) reads for each sample. After multiple rounds of sequencing, we did not get sufficient coverage of high-quality reads for two samples (one replicate each of control and drought stressed samples of ICC 4958 at early reproductive stage), which resulted due to poor library yield. Therefore, finally the sequencing data from a total of 30 samples representing 16 different genotypes/conditions/developmental stage were used for further analysis. The Fastq files of raw sequence data were processed for various quality controls, including removal of low-quality reads and reads containing primer/adaptor sequences using NGS QC Toolkit (v2.3)^68^.

### Reference-guided assembly and annotation

The filtered high-quality reads were mapped on the kabuli chickpea genome (v1.0)^6^ using Tophat (v2.0.0) software with default parameters. A reference-guided assembly of the transcriptome data from all the samples was performed using Cufflinks (v2.0.2) and a consensus assembly was generated by Cuffmerge. The comparison of assembly obtained from Cuffmerge and annotated chickpea genome was done via Cuffcompare to identify novel exons/transcript isoforms and gene loci. The functional annotation of novel genes was performed via BLASTX against Arabidopsis proteome (TAIR 10) followed by SwissProt and UniProt databases.

### Identification of differentially expressed genes

The differential expression between different samples/conditions was determined by Cuffdiff. The transcripts exhibiting difference of at least two-fold change with *P*-value ≤ 0.05 were considered to be significantly differentially expressed. Log_2_-transformed FPKM values of the differentially expressed transcripts were used for K-means clustering using Pearson correlation with an optimal number of clusters to be 20 in Microarray Experiment Viewer (MeV, v4.9) software.

### GO and pathway enrichment analysis

We performed GO enrichment analysis to identify the overrepresented functional categories in the differentially expressed genes in different comparisons using BiNGO plugin of Cytoscape^69^. *P*-value for enrichment was calculated for each GO term represented and corrected via Bonferroni family-wise error rate (FWER) method. Only the GO terms exhibiting a corrected *P*-value of ≤0.05 were considered to be significantly enriched for a given set of genes. For metabolic pathway analysis, the best Arabidopsis hit of each chickpea transcript was found via BLAST search. The metabolic pathway-associated genes from AraCyc database of Plant Metabolic Network^70^ representing metabolic pathways in Arabidopsis were downloaded and pathways significantly (*P*-value ≤ 0.05) enriched in different gene sets were identified. Heatmaps representing the expression profiles of different set of transcripts were generated using MeV (http://www.tm4.org/mev.html). Pathway analysis of DETs was performed using MapMan (v3.5.1R2) software also based on the best Arabidopsis hit.

### Real-time PCR analysis

The cDNA was synthesized from 1 μg of total RNA for each sample using High-Capacity cDNA Reverse Transcription Kit (Life Technologies). The gene-specific primers (Supplementary Table S2) were designed using Primer Express (v3.0) software (Applied Biosystems, Foster City, CA). The real-time PCR analysis was performed employing ABI 7500 Real-Time PCR System (Applied Biosystems) as described previously^67^. All the reactions were performed using default parameters and specificity of the reactions was verified by melting curve analysis. The real time PCR analysis was performed with three biological replicates for each sample and three technical replicates of each biological replicate. The transcript level of each gene was normalized with the transcript level of most suitable internal control gene, *Elongation factor 1 alpha* (*EF1*α)^67^ for each sample and fold change was calculated using standard 2^−ΔΔCT^ method.

### Data availability

The entire sequencing data generated in the study have been deposited in the Gene Expression Omnibus (GEO) database under the accession numbers GSE70274 and GSE70377.

## Additional Information

**How to cite this article**: Garg, R. *et al.* Transcriptome analyses reveal genotype- and developmental stage-specific molecular responses to drought and salinity stresses in chickpea. *Sci. Rep.* **6**, 19228; doi: 10.1038/srep19228 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
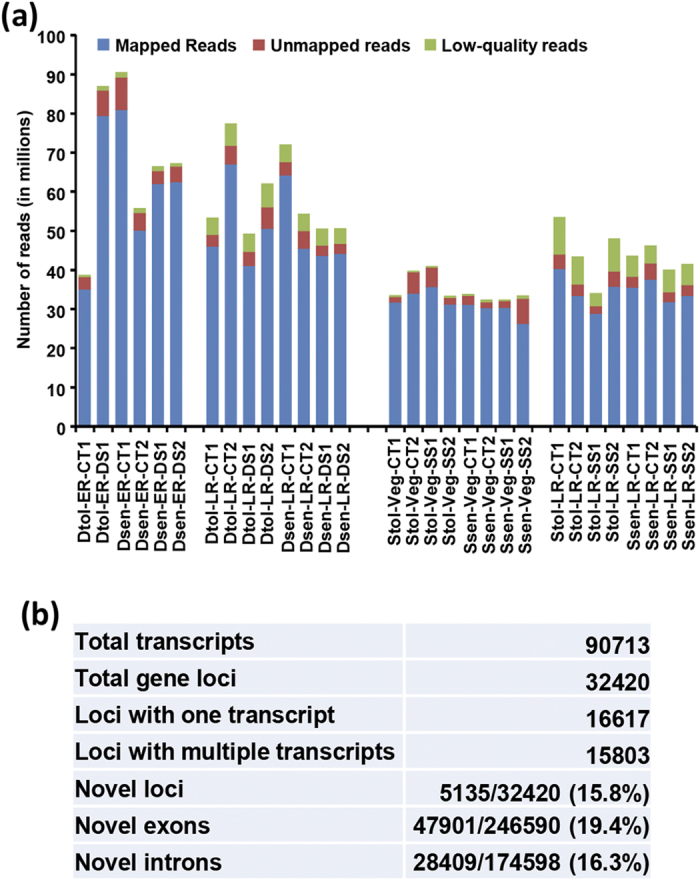
Read mapping and summary of reference-guided assembly. (**a**) Bar graph shows number of low-quality reads removed, mapped reads on the chickpea genome and unmapped reads for each sample. Dtol, drought-tolerant; Dsen, drought-sensitive; Stol, salinity-tolerant; Ssen, salinity-sensitive; ER, early reproductive, LR, late reproductive, Veg, vegetative; CT, control; DS, drought stress; SS, salinity stress. (**b**) Summary of reference-guided assembly and its comparison with the available genome annotation. Total number of transcripts generated, transcript isoforms and novel gene loci/exons/introns identified have been shown.

**Figure 2:**
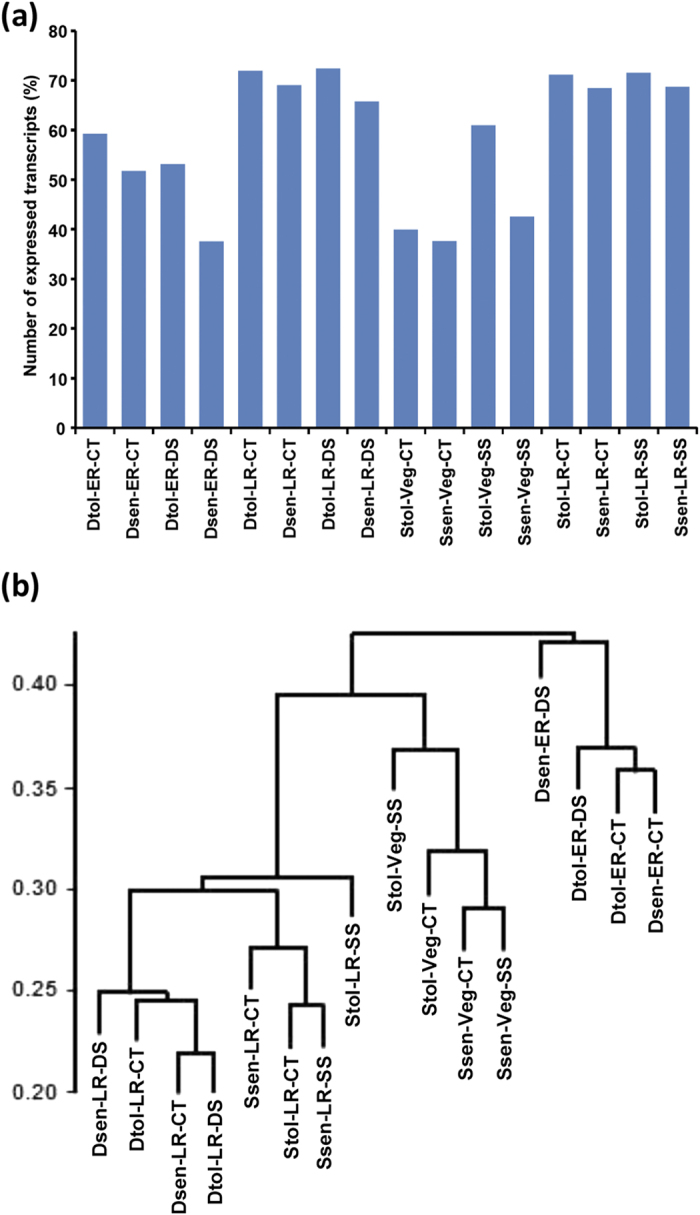
Global gene expression and correlation among the tissue samples. (**a**) Percentage of the transcripts expressed in each sample are shown in the bar graph. (**b**) Dendrogram showing correlation among the different samples based on global expression profiles. The correlation coefficient has been shown with the scale on left side. Dtol, drought-tolerant; Dsen, drought-sensitive; Stol, salinity-tolerant; Ssen, salinity-sensitive; ER, early reproductive, LR, late reproductive, Veg, vegetative; CT, control; DS, drought stress; SS, salinity stress.

**Figure 3:**
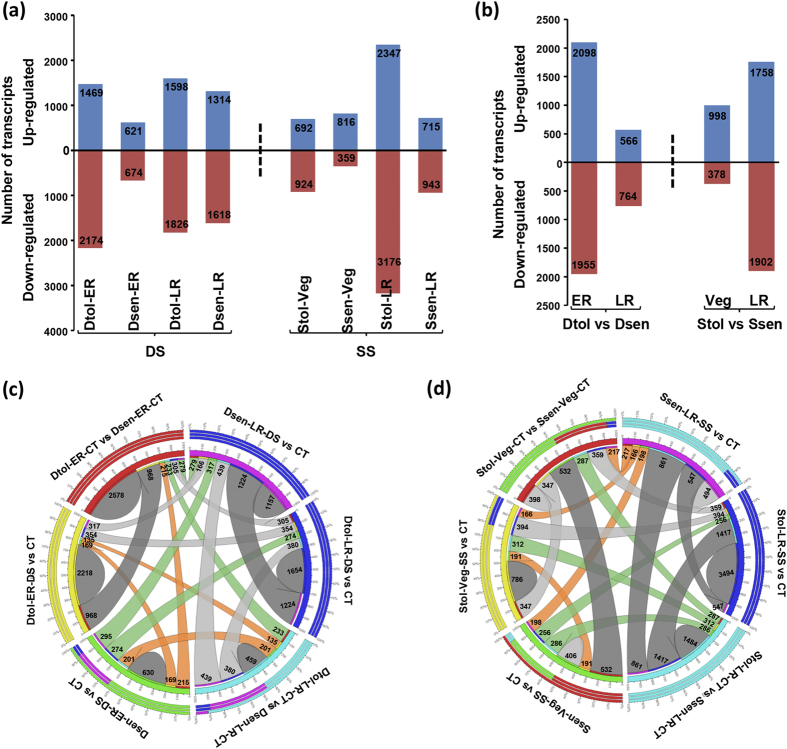
Differential gene expression in the chickpea cultivars under stress and control conditions. (**a**) Number of genes differentially expressed in different chickpea cultivars at vegetative and reproductive stages under drought (DS) or salinity (SS) stress are presented in the bar graph. Number of up- and down-regulated genes are presented via the bars above and below x-axis, respectively. (**b**) Number of genes differentially expressed in tolerant cultivars as compared to sensitive cultivars at vegetative and reproductive stages under control conditions are presented in the bar graph. Number of up- and down-regulated genes are presented via the bars above and below x-axis, respectively. (**c**,**d**) Circos diagram showing overlapping and specific response of differentially expressed genes within drought-related (**c**) and salinity-related (**d**) cultivars under control and stress conditions. The number of transcripts showing specific and overlapping response are given. Dtol, drought-tolerant; Dsen, drought-sensitive; Stol, salinity-tolerant; Ssen, salinity-sensitive; ER, early reproductive, LR, late reproductive, Veg, vegetative; CT, control; DS, drought stress; SS, salinity stress.

**Figure 4:**
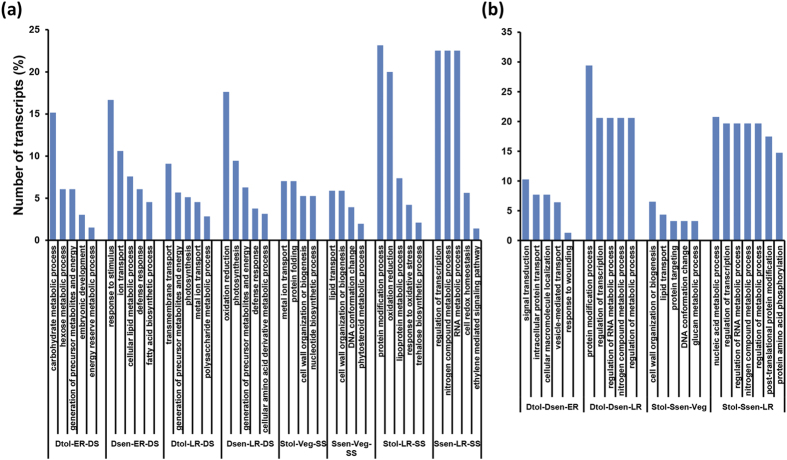
Enriched biological process gene ontology (GO) categories in genes up-regulated in chickpea cultivars under different conditions. The genes up-regulated under stress (a) and control (b) conditions were analyzed using BiNGO and significantly enriched (*P*-value cut-off ≤0.05) biological process terms were extracted. Only few GO categories with highly significant *P*-value represented in the up-regulated genes are shown in the bar graph.

**Figure 5:**
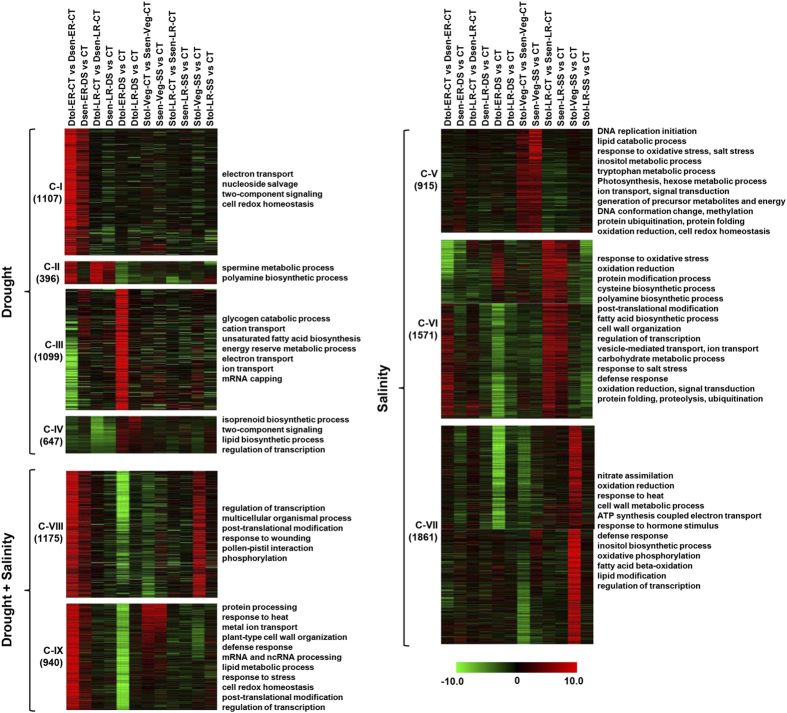
K-means clustering of expression profiles of differentially expressed transcripts under different stress conditions. The clustering was performed on log_2_ fold change for each transcript under different conditions. The transcripts exhibiting similar expression pattern have been grouped together into nine clusters (C-I to C-IX). The number of transcripts included in each cluster are indicated. These clusters were further grouped together based on their specificity of stress response, drought, salinity and drought + salinity. Color scale at the bottom shows log_2_ fold change. The significantly (*P*-value cut-off ≤0.05) enriched biological process GO terms are shown on the right side of each cluster.

**Figure 6:**
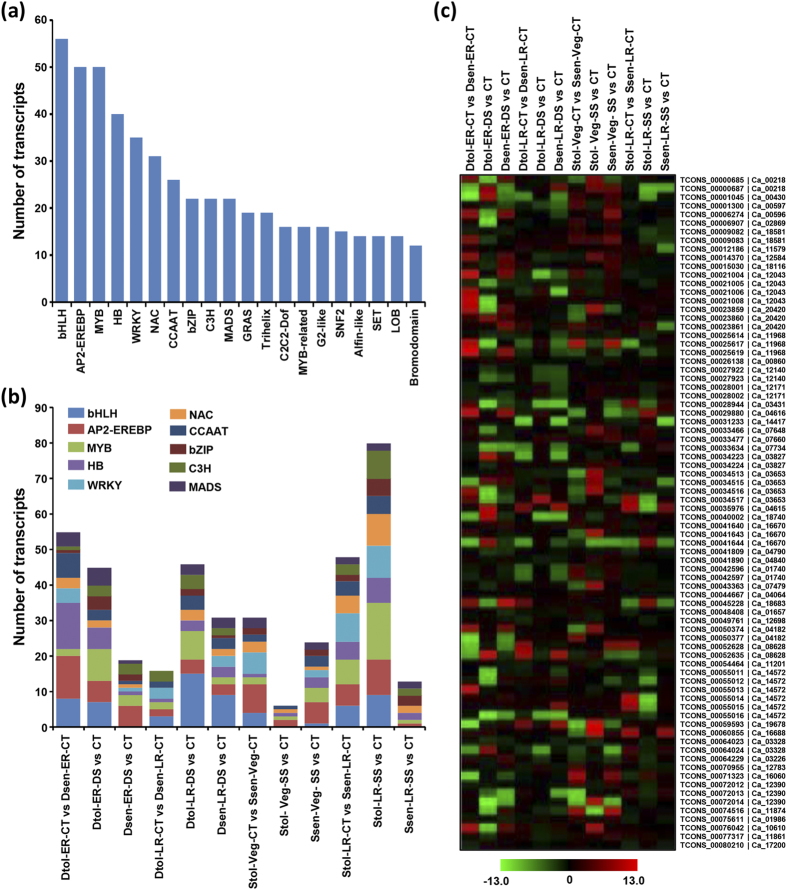
Differential expression of transcription factor (TF) encoding transcripts in chickpea cultivars. (**a**) Top 20 TF families (number of transcripts) represented in the differentially expressed transcripts across all the samples are shown in the bar graph. (**b**) Number of transcripts from top 10 transcription factor families represented in the differentially expressed transcripts showing differential expression in different samples are shown. (**c**) Heatmap showing differential expression of different members (transcript isoforms) of AP2-EREBP TF family. The unique transcript (suffix TCONS) and gene locus identifier for each isoform have been given on right side. The color scale at the bottom represents log_2_ fold change.

**Figure 7:**
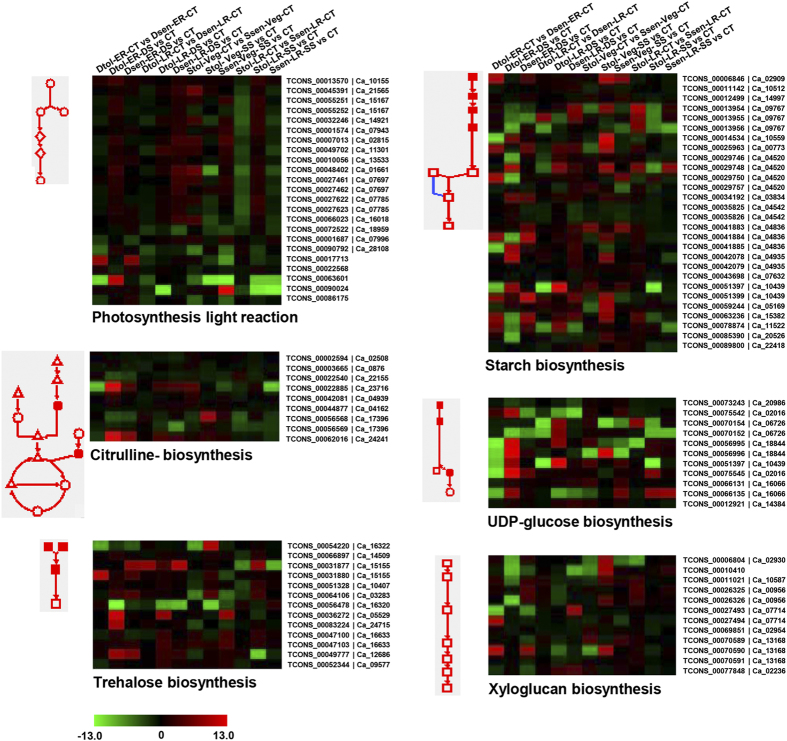
Regulation of metabolic pathways under drought and/or salinity stress conditions. The major metabolic pathways significantly (*P*-value cut-off ≤0.05) enriched in differentially expressed genes are shown. Heatmaps showing the expression profiles of the transcripts involved in these pathways are also shown. The unique transcript (suffix TCONS) and gene locus identifier for each isoform have been given on the right side. The color scale at the bottom represents log_2_ fold change.

**Table 1:** Phenotypic response of contrasting chickpea genotypes ICC 4958 and ICC 1882 to drought stress.

Genotype/stress treatment	Root dry weight (g)	Total root length (cm)	Average root diameter (mm)	Shoot dry weight (g)	SLA (cm^2^/g)	Chlorophyll content	RWC
Early reproductive stage (50 day)							
ICC 4958	1.39	6535	0.820	7.96	229.0	65.3	0.639
ICC 1882	1.34	5574	0.870	5.82	268.8	62.0	0.695
SEd (±)	0.171	101.1	0.022	0.131	2.79	1.34	0.026
Significance	NS	**	**	**	**	NS	NS
Late reproductive stage (70 day)							
ICC 4958	3.85	16642	0.863	24.9	280.0	53.0	0.493
ICC 1882	3.92	18263	0.820	21.6	221.0	55.6	0.583
SEd (±)	0.291	310.7	0.023	0.483	9.85	0.42	0.029
Significance	NS	**	**	*	*	*	NS

Drought stress was imposed at the early and late reproductive stages and evaluated when the soil water remained 0.2 of the available soil water fraction in the drought stressed plants.

SLA, specific leaf area; RWC, relative water content; SEd, standard error of difference across the genotypes and stress conditions; NS, nonsignificant; *P ≤ 0.05; **P ≤ 0.01.

**Table 2:** Phenotypic response of contrasting chickpea genotypes JG 62 and ICCV 2 to salinity stress.

Genotype/stress treatment	Root dry weight (g)	Total root length (cm)	Average root diameter (mm)	Shoot dry weight (g)	SLA (cm^2^/g)	Chlorophyll content	RWC
Vegetative stage							
JG 62	0.312	1325	0.693	0.687	212.5	56.9	0.824
ICCV 2	0.294	1336	0.708	0.857	246.8	58.9	0.821
SEd (±)	0.041	480.8	0.035	0.174	12.2	1.16	0.017
Significance	NS	NS	NS	*	**	NS	NS
Late reproductive stage							
JG 62	1.18	6130	0.737	5.96	309.0	49.1	0.808
ICCV 2	0.70	3750	0.713	5.33	252.0	53.4	0.818
SEd (±)	0.283	703.1	0.070	1.96	40.4	2.13	0.018
Significance	**	**	NS	NS	*	NS	NS

Salinity stress was imposed at the time of sowing and reproductive stage and evaluated after 15 days of stress imposition.

SLA, specific leaf area; RWC, relative water content; SEd, standard error of difference across the genotypes and stress conditions; NS, nonsignificant; *P ≤ 0.05; **P ≤ 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

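Expression in roots of the chickpea genotypes JG 62 (salinity-tolerant) and ICCV 2 (salinity-sensitive) was analysed in 8 samples, 1 for each combination of 2 genotypes, 2 stages (Veg and LR) and 2 conditions (control and salinity stress). Samples were assigned to conditions from their labels and the methods of the paper. Drought-related samples were not analysed here.

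The authors deposited FPKM values per gene locus. To make them, the authors filtered the reads with NGS QC Toolkit, mapped them on the kabuli chickpea genome with TopHat at default parameters, assembled the transcriptome with Cufflinks and Cuffmerge, and pooled 2 biological replicates into 1 FPKM value per sample. FPKM divides the number of fragments by the exon length and by the number of mapped fragments, so very short loci can reach very high values from few fragments, and a change in a few loci or in the total shifts the values of a whole sample. The number of fragments is unknown, so the precision of a value cannot be stated, and a value of 0 can be a failed estimate. As each condition has 1 value, no test between conditions was run, and no P-value is given. The P-value part of the authors' rule for differential expression was not repeated.

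From the FPKM values, log2 fold changes were calculated with a pseudocount of 1 over the 16924 gene loci with at least 1 FPKM in at least 1 of the 8 samples, and loci with a change of 2-fold or more were counted. Salinity stress was compared with control within each genotype and stage (4 contrasts), and the tolerant genotype with the sensitive genotype under control conditions at each stage. Correlations between samples are Pearson's r across gene loci above 0 FPKM in at least 1 sample on log2(FPKM + 1), clustered by average linkage on 1 - r. Gene loci of Fig. 6c and Fig. 7 were copied from the row labels of the figures and matched by reference gene ID. Transcripts without a locus label, 5 for the light reactions and 1 for xyloglucan biosynthesis, could not be matched in this way. The median log2 fold change of each list was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. Since the paper drew these lists from its own differential expression results, in part from the same samples, such a percentile describes a list and does not test it. Confidence intervals used to compare percentages between settings are 95% Wilson intervals over gene loci, which cover neither biological nor counting error. A table of chickpea genes of another assembly (CDC Frontier) matched none of the reference gene IDs, so no gene names were added. The loci named by identifier are the 2 with the largest rise and the 2 with the largest fall between Stol-LR-CT and Stol-LR-SS among loci with at least 10 FPKM in the higher sample and a 2-fold change in the same direction under every alternative that could be calculated for them, and at most 2 rises and 2 falls from each list of the figures. This rule was set before the data were examined, though quantile normalization and the omission of short loci were added to the alternatives afterwards.

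Alternatives set in advance were a pseudocount of 0.1, a filter at 5 FPKM, a pseudocount of 0.1 without a filter, no pseudocount with at least 1 FPKM in both samples, median-ratio scaling over the 8981 loci with at least 1 FPKM in all samples, a 4-fold threshold, a minimum of 0.1 or 1 FPKM for expressed loci, Spearman's rho, FPKM without a log, and complete linkage. Quantile normalization and the omission of loci spanning 200 bp or less were added after seeing the data.

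The calculations were tested on simulated data, with 4-fold changes planted at loci with at least 10 FPKM and noise far below the 2-fold threshold. Of the changed loci 200 of 200 were recovered, and 0 of 16724 unchanged loci were called. After 1 sample was inflated 2-fold, 200 of 200 were recovered with median-ratio scaling. Of random lists, 7 of 200 (3.5%) fell outside the middle 95% of their matched lists. Changes at weakly expressed loci and larger noise were not simulated. The simulation therefore checks the calculations and gives no error rate for these data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.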

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

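The test of the control sample for the light-reaction loci was chosen only after the result was seen, and the test of the length correction was chosen before.

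The median ratio of Stol-Veg-CT to the geometric mean of all 8 samples, over loci above 1 FPKM in each, was 1.97, far above the other 7 samples, the highest of which was Ssen-Veg-SS at 1.07. The 8 samples come from different conditions, and Stol-Veg-CT for this ratio was the only extreme among 5 measures compared in this way, where chance alone gives about 1 in 20. An effective-length correction that differs between libraries would raise short loci most. The median log2 ratio of Stol-Veg-CT to the other 7 samples was 1.20 in the shortest 20% and 0.96 in the longest 20% of loci. The difference of 0.24 has the direction of such a correction but is below the 0.5 set for this test. Loci were split by genomic span, introns included, and not by exon length, so the test does not exclude such a correction. The shift was present in the longest 20% too, so a rise confined to loci of short span does not account for it. The shift grows with expression, from 0.63 in the lowest to 1.75 in the highest 20% of loci by mean expression, though the mean includes Stol-Veg-CT itself. In Stol-LR-SS the same ratio went the other way, from 0.11 in the lowest to -1.30 in the highest 20%, which the inclusion of a sample in the mean would not give. Stol-LR-CT had a weaker trend of the same sign, from -0.08 to -0.61, so only part of the trend enters the Stol-LR contrast. In Ssen-Veg-SS the ratio rose with expression, from -0.12 to 0.51. Stol-LR-SS also has a trend with length, from -0.81 in the shortest to -0.19 in the longest 20% of loci, a span above 0.5 and with the short loci lower. An effective-length difference is therefore not excluded for that sample either. A single normalization factor per sample would shift loci of all expression levels alike, so it does not account for these trends, though it may account for part of the overall shift of Stol-Veg-CT. The trends with expression were not tested further, and no biological explanation was tested. The shift of Stol-Veg-CT enters both the Stol-Veg salinity contrast and the comparison of the genotypes at the Veg stage.

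The light-reaction loci of Fig. 7 moved in opposite directions in the 2 genotypes at the LR stage, with a median log2 fold change of 0.33 in Stol-LR and -0.97 in Ssen-LR. Of 14 comparisons of a list at a stage, 8 had medians of opposite sign with the FPKM as deposited and 2 kept the same pair of signs under every alternative, a criterion set after the first results were seen. The difference between the genotypes was not tested, since each condition has 1 value. The medians after median-ratio scaling were 0.44 and -0.92, but the factors of the LR samples are close to each other, so this scaling was not able to remove the difference and does not test a technical cause. One technical explanation is a control sample that differs from the other LR samples. Over the list, Ssen-LR-CT was above Stol-LR-CT by a median log2 ratio of 1.73 and above Stol-LR-SS by 1.17. Ssen-LR-SS was also above Stol-LR-CT, by 0.54 with 13 of the 15 loci higher, and above Stol-LR-SS by 0.05. The median FPKM of the list was 3.74 in Ssen-LR-CT, and the next highest of the 8 samples was Stol-Veg-CT at 1.11, so Ssen-LR-CT is the sample furthest from the others on this list. The pathway was selected in the paper for changes in samples that include these, so the ratios do not test the explanation, and the pattern cannot be told apart from a difference in a control sample, Ssen-LR-CT above all, such as a mixed sample, or from a difference between the genotypes. A biological explanation, in which the sensitive genotype lowers these genes under salinity stress, remains possible. Low expression is a limit, since the median over the list of the highest FPKM in any sample was 3.89.

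The xyloglucan biosynthesis loci of Fig. 7 also moved in opposite directions at the Veg stage, with a median log2 fold change of -1.03 in Stol-Veg and 0.48 in Ssen-Veg, a difference that was not tested. The fall in Stol-Veg is divided by Stol-Veg-CT, the sample with the high FPKM values. Over all compared loci the median was -0.53 in Stol-Veg and 0.16 in Ssen-Veg, and after median-ratio scaling the medians of the list were -0.14 and 0.29. The scaling moves all loci of a sample together, so it can hardly move the list among matched random lists. The percentile went from 6.74 to 9.59 in Stol-Veg and from 85.5 to 82.5 in Ssen-Veg. Over all settings it ranged from 6.74 to 25.0 in Stol-Veg, with 18.9 after quantile normalization, and from 79.4 to 90.2 in Ssen-Veg. A library or normalization difference that acts on these loci cannot be told apart from the condition, and no biological explanation was tested.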

How the results depend on the processing

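The counts and percentages below are from pooled samples, and the alternatives were set before the data were examined except for quantile normalization and the omission of short loci, which were chosen after seeing the data. No paired analysis of replicates was possible because the 2 biological replicates of each sample are pooled into 1 value. For the same reason no replicate could be left out. The stressed and control samples form 4 pairs matched on genotype and stage, and no test across these pairs was run. The number of fragments is unknown, so the precision of fold changes at weakly expressed loci, among them the light-reaction loci, is not known. A count was taken as unchanged within a factor of 1.5, a percentage within its 95% Wilson interval, and a median within 1 SD of matched random lists. Of the comparisons in this sense, 206 values were unchanged, 136 moved without changing direction, and 15 changed direction or crossed 50%. The unchanged values include the list medians under the 4-fold threshold, which that threshold cannot change. Among the separate counts of upregulated and downregulated loci and the genotype markers, 55 were unchanged and 49 moved. Without a pseudocount, loci below 1 FPKM in either of 2 compared samples have no value. The cause was not tested for any of the changes below.

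Some results kept their order under each of the alternatives. Stol-LR had more changed loci than Ssen-LR, the 2 genotypes differed at more loci at the Veg than at the LR stage, the median of the light-reaction loci was below 0 in Ssen-LR and above 0 in Stol-LR, and that of the starch biosynthesis loci was below 0 in both genotypes at the LR stage. For the light-reaction loci the filter at 5 FPKM left 5 of 15 loci, the setting without a pseudocount left 2 in Stol-LR and 7 in Ssen-LR, and a 4-fold threshold does not act on medians.

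With a pseudocount of 0.1, the number of changed or different loci was 5377 in Ssen-Veg, 3543 in Stol-LR, 2326 in Ssen-LR and 4467 between the genotypes at the LR stage. Of the changed loci, those downregulated were 81.5% in Stol-Veg, 30.6% in Ssen-Veg, 51.7% in Stol-LR and 58.5% in Ssen-LR. Loci higher in the tolerant genotype under control conditions were 83.3% at the Veg stage and 52.7% at the LR stage. 307 loci changed in all 4 contrasts and 58.3% of the changed loci changed in 1 contrast only. Both genotypes changed at 2633 loci at the Veg stage and 793 loci at the LR stage and in the same direction at 39.9% of these at the Veg stage. The loci were 601 in the C-VI pattern, 2744 in the C-V pattern, 602 in the C-VII pattern and 521 in the mirror of the C-VI pattern. The number of changed AP2-EREBP loci was 11 in Stol-LR and 6 in Ssen-LR. List medians of the log2 fold change were 0.61 for photosynthesis in Stol-LR, -1.29 for photosynthesis in Ssen-LR, -0.46 for starch in Ssen-LR and -0.61 for citrulline in Ssen-LR.

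With the filter at 5 FPKM, of the changed loci, those downregulated were 92.4% in Stol-Veg, 30.1% in Ssen-Veg and 70.7% in Stol-LR. Under control conditions, loci higher in the tolerant genotype were 90.5% at the Veg stage and 43.0% at the LR stage. 70.1% of the changed loci changed in 1 contrast only. The number of changed AP2-EREBP loci was 1 in Ssen-LR. The number of loci changed in at least 1 contrast was 4 for photosynthesis. Median log2 fold changes were -0.67 for starch in Stol-LR, -0.44 for starch in Ssen-LR and -0.38 for citrulline in Stol-LR.

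With a pseudocount of 0.1 and no filter, the number of changed or different loci was 10209 in Stol-Veg, 6965 in Ssen-Veg, 4774 in Stol-LR, 2986 in Ssen-LR, 11388 between the genotypes at the Veg stage and 5956 between the genotypes at the LR stage. Of the changed loci, those downregulated were 76.0% in Stol-Veg, 48.7% in Stol-LR and 56.9% in Ssen-LR. Loci higher in the tolerant genotype under control conditions were 80.5% at the Veg stage and 56.9% at the LR stage. 16412 loci changed in at least 1 of the 4 contrasts, 321 loci changed in all 4 contrasts and 61.1% of the changed loci changed in 1 contrast only. Both genotypes changed at 3117 loci at the Veg stage and 923 loci at the LR stage and in the same direction at 42.1% of these at the Veg stage. The loci were 714 in the C-VI pattern, 3188 in the C-V pattern, 773 in the C-VII pattern and 630 in the mirror of the C-VI pattern. The number of changed AP2-EREBP loci was 10 in Ssen-Veg, 14 in Stol-LR and 6 in Ssen-LR. The number of loci changed in at least 1 contrast was 5 for xyloglucan. List medians of the log2 fold change were 0.61 for photosynthesis in Stol-LR, -1.29 for photosynthesis in Ssen-LR, -0.45 for starch in Ssen-LR and -0.61 for citrulline in Ssen-LR.

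Without a pseudocount, over loci with at least 1 FPKM in both samples, of the changed loci, those downregulated were 95.7% in Stol-Veg and 60.1% in Stol-LR. Under control conditions, loci higher in the tolerant genotype were 91.8% at the Veg stage and 41.9% at the LR stage. 70.5% of the changed loci changed in 1 contrast only. The number of loci changed in at least 1 contrast was 7 for photosynthesis. Median log2 fold changes were -1.25 for photosynthesis in Ssen-LR, -0.45 for starch in Ssen-LR and -0.42 for citrulline in Stol-LR.

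After median-ratio scaling, the number of changed or different loci was 2568 in Stol-Veg and 3526 between the genotypes at the Veg stage. Of the changed loci, those downregulated were 39.7% in Stol-Veg, 47.0% in Ssen-Veg, 52.3% in Stol-LR and 55.0% in Ssen-LR. Loci higher in the tolerant genotype under control conditions were 44.1% at the Veg stage and 59.1% at the LR stage. 55 loci changed in all 4 contrasts. Both genotypes changed at 540 loci at the Veg stage and in the same direction at 57.0% of these at the Veg stage. The loci were 562 in the C-V pattern and 387 in the C-VII pattern. The number of changed AP2-EREBP loci was 2 in Stol-Veg. The number of loci changed in at least 1 contrast was 3 for citrulline and 0 for xyloglucan. List medians of the log2 fold change were 0.0218 for citrulline in Stol-LR.

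With a 4-fold threshold, the number of changed or different loci was 1298 in Stol-Veg, 707 in Ssen-Veg, 291 in Stol-LR, 243 in Ssen-LR, 1684 between the genotypes at the Veg stage and 773 between the genotypes at the LR stage. Of the changed loci, those downregulated were 81.4% in Stol-Veg, 79.0% in Stol-LR and 68.3% in Ssen-LR. Under control conditions, loci higher in the tolerant genotype were 87.4% at the Veg stage and 51.0% at the LR stage. 2291 loci changed in at least 1 of the 4 contrasts, 4 loci changed in all 4 contrasts and 90.5% of the changed loci changed in 1 contrast only. Both genotypes changed at 106 loci at the Veg stage and 22 loci at the LR stage and in the same direction at 42.5% of these at the Veg stage and 54.5% of these at the LR stage. The loci were 43 in the C-VI pattern, 200 in the C-V pattern, 7 in the C-VII pattern and 27 in the mirror of the C-VI pattern. The number of changed AP2-EREBP loci was 0 in Stol-Veg, 0 in Stol-LR and 1 in Ssen-LR. The number of loci changed in at least 1 contrast was 1 for photosynthesis, 2 for starch, 0 for citrulline and 0 for xyloglucan.

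After quantile normalization, the number of changed or different loci was 1933 in Stol-Veg and 3267 between the genotypes at the Veg stage. Of the changed loci, those downregulated were 47.3% in Stol-Veg, 51.4% in Ssen-Veg, 51.0% in Stol-LR and 51.1% in Ssen-LR. Loci higher in the tolerant genotype under control conditions were 48.8% at the Veg stage and 52.9% at the LR stage. 72.4% of the changed loci changed in 1 contrast only. Both genotypes changed at 498 loci at the Veg stage and in the same direction at 63.9% of these at the Veg stage. The loci were 525 in the C-V pattern, 226 in the C-VII pattern and 276 in the mirror of the C-VI pattern. The number of changed AP2-EREBP loci was 4 in Stol-Veg. The number of loci changed in at least 1 contrast was 3 for citrulline and 0 for xyloglucan. Without loci spanning 200 bp or less, of the changed loci, those downregulated were 92.2% in Stol-Veg.

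With a minimum of 1 FPKM, the number of expressed loci was 13000 in Stol-Veg-CT, 12407 in Stol-Veg-SS, 11272 in Ssen-Veg-CT, 12117 in Ssen-Veg-SS, 12818 in Stol-LR-CT, 13506 in Stol-LR-SS, 12159 in Ssen-LR-CT, 11968 in Ssen-LR-SS and 8981 in all 8 samples. On FPKM without a log, the mean r was 0.178 for pairs that differ in stage, 0.404 for pairs that differ in condition and 0.352 for pairs that differ in genotype. Over loci with at least 1 FPKM in at least 1 sample, the mean r was 0.779 for pairs that differ in stage.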

Differences from the paper's values

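The paper counts transcripts that also passed a P-value from Cuffdiff, and the values here count gene loci by fold change alone.

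For Stol-LR, 1762 loci changed 2-fold or more, against the paper's 5523 differentially expressed transcripts. With a pseudocount of 0.1 and no filter the number was 4774, within 1.5 times the paper's value, and none of the other alternatives set before the data were examined reached it. The same setting moved Ssen-LR from 1131 loci, within 1.5 times of the paper's 1658, to 2986, which is not.

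Between the genotypes under control conditions at the Veg stage, 6714 loci differed, against the paper's 1376. With a 4-fold threshold the number was 1684, and none of the other alternatives set before the data were examined reached the paper's value. The same threshold moved the LR stage from 2697 loci, within 1.5 times of the paper's 3660, to 773, which is not.

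In all 4 salinity contrasts, 93 loci changed, against the paper's 20 transcripts, and none of the alternatives set before the data were examined came within 1.5 times of it.

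In Stol-Veg, 5363 loci were downregulated, against about 920 in the paper's Fig. 3a, read by eye. After median-ratio scaling the number was 1020 and with a 4-fold threshold 1057, and the other alternatives set before the data were examined did not reach it. Quantile normalization, which was chosen after seeing the values, gave 914. The upregulated loci of Stol-Veg were 564 as deposited, within 1.5 times of about 690 in the paper's Fig. 3a, read by eye, but were 1548 after median-ratio scaling and 241 with the 4-fold threshold, which are not, and 1019 after quantile normalization, which is within it.

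In Ssen-Veg, 1828 loci were upregulated, against about 820 in the paper's Fig. 3a, read by eye, and none of the alternatives, including those chosen after seeing the values, closed the gap. The downregulated loci were 877, against about 360 in the paper's Fig. 3a, read by eye, and of the alternatives set before the data were examined the 4-fold threshold came within 1.5 times, with 241.

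In Stol-LR, 590 loci were upregulated, against about 2300 in the paper's Fig. 3a, read by eye. The number was 1711 with a pseudocount of 0.1 and 2448 with a pseudocount of 0.1 and no filter, and the other alternatives set before the data were examined did not reach it. The downregulated loci were 1172, against about 3200 in the paper's Fig. 3a, read by eye, and the pseudocount of 0.1 without a filter gave 2326, the others remaining further away.

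In Ssen-LR, 413 loci were upregulated, against about 720 in the paper's Fig. 3a, read by eye. The number was 966 with a pseudocount of 0.1 and 513 after median-ratio scaling, both within 1.5 times of it, and the other alternatives set before the data were examined were not. Quantile normalization, chosen after seeing the values, gave 622.

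In Stol-Veg-CT, 61.9% of loci were above 0 FPKM, against about 40% of transcripts in the paper's Fig. 2a, read by eye. The percentage was 55.5% with a minimum of 0.1 FPKM and 40.1% with a minimum of 1 FPKM. In Ssen-Veg-CT, 64.0% were above 0, against about 38% in the paper's Fig. 2a, read by eye, and the same minimums gave 52.2% and 34.8%. Both minimums brought these 2 values within 1.5 times of the paper's. With the minimum of 1 FPKM, however, 5 of the other 6 samples, which were within 1.5 times when counted above 0 FPKM, no longer were, at 36.9% to 41.7% against about 61% to about 72% in the paper's Fig. 2a, read by eye.

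The paper names Stol-LR as the salinity sample with the most differentially expressed transcripts, whereas 5927 loci changed in Stol-Veg and 1762 in Stol-LR. After median-ratio scaling the numbers were 2568 and 1933, and quantile normalization, chosen after seeing the values, reversed the order of these 2 samples to 1933 and 2176, with 2549 in Ssen-Veg. The paper finds that the salinity-related cultivars differ more at the LR stage, whereas 6714 loci differed at the Veg and 2697 at the LR stage. For the Veg stage the paper places the samples close together, whereas Ssen-Veg-CT was nearest to Ssen-LR-SS, with an r of 0.918. The paper reports more AP2-EREBP members changed in the tolerant cultivar at the LR stage, without naming what it is compared with. Between the stages, 17 loci changed in Stol-Veg and 7 in Stol-LR, an order that median-ratio scaling reversed to 2 and 9. Between the cultivars at the LR stage the order is that of the paper, with 7 loci in Stol-LR and 2 in Ssen-LR. The discussion of the paper counts genes of citrulline biosynthesis among those upregulated under stress, without separating drought from salinity. Only the salinity part was examined here, with the 7 loci of Fig. 7 that were matched. Their median log2 fold change was -0.08 in Stol-LR, -0.33 in Ssen-LR and -0.55 in Stol-Veg. In Ssen-Veg it was 0.43, the direction of the paper, and after median-ratio scaling it was 0.41 in Stol-Veg and 0.02 in Stol-LR.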

Other observations

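The tests of low expression, of the origin of loci seen in a single sample and of the division by length were chosen only after the results were seen. The tests of sample labels, shared samples, normalization and genomic position were chosen before.

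In the dendrogram of the paper, Stol-LR-CT lies beside Ssen-LR-SS, and in these data the r of Stol-LR-CT was 0.928 with Stol-LR-SS and 0.926 with Ssen-LR-SS. A mislabelled sample was tested with loci that had at least 1 FPKM in both Veg samples of 1 genotype and 0 FPKM in both Veg samples of the other, 26 for JG 62 and 8 for ICCV 2. With these markers, the percentage above 0 in each LR sample was larger for its labelled genotype than for the other, by 79.8 points in Stol-LR-SS, 39.4 in Stol-LR-CT, 44.2 in Ssen-LR-CT and 20.2 in Ssen-LR-SS. With markers of at least 5 FPKM against under 0.1 FPKM, 12 for JG 62 and 3 for ICCV 2, the difference in Stol-LR-CT was 0, with 66.7% of both kinds above 0. The median FPKM of these markers in Stol-LR-CT was 1.22 for JG 62 and 0.029 for ICCV 2. In Ssen-LR-CT these medians were 0 and 16.3, in Ssen-LR-SS 0 and 10.7, and in Stol-LR-SS 6.02 and 0. By these levels each LR sample goes with its label. The markers are few and do not settle the genotype of Stol-LR-CT, and neither a mislabelled nor a mixed sample is excluded. The condition of a sample cannot be checked in this way.

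Loci higher in both Stol-LR-CT and Ssen-LR-SS than in Ssen-LR-CT (the pattern of C-VI) outnumbered those from 2 independent comparisons 6.97 times. Among the 12 pairs of LR comparisons that divide by a shared sample, this ratio ranked 2, behind the 2 sensitive samples over Stol-LR-CT (8.79), and the lowest ratio was 1.42. All 12 ratios were above 1, which a shared sample alone would give. The rank of 2 is higher than for most pairs, so the pattern may hold more than the shared sample, but the ratios ranked next to it were close (6.13 and 5.74).

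More loci fell than rose in Stol-LR, 66.5% of the changed loci. To examine the authors' normalization, the samples were scaled, and after median-ratio scaling 52.3% fell, with a 95% Wilson interval from 50.1% to 54.5%. The scaling moves all loci of a sample together, and the median log2 fold change over all compared loci was -0.000268 before and 0.06 after it. The balance after scaling therefore does not show whether the normalization produced the excess, which cannot be told apart from a response. With the FPKM as deposited, a pseudocount of 0.1 and no filter, 48.7% fell, the only setting with fewer falls than rises. The other settings ranged from 51.0% after quantile normalization to 79.0% with a 4-fold threshold, and the filter at 5 FPKM gave 70.7%. The direction of the response in Stol-LR is not settled by these data.

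At 50 loci the genotypes differed 2-fold or more in the same direction in all 4 combinations of stage and condition, 25 higher and 25 lower in JG 62. After median-ratio scaling there were 74 such loci, 30 higher and 44 lower. At 112 loci the genotypes differed in all 4 combinations with mixed direction. Of the 50 loci, 7 were at 0 FPKM in all samples of 1 genotype. If presence or absence of a genomic segment contributed, loci of this set would be neighbours. Of the 50, 4 had another of the set next to them, against a median of 0 and at most 6 in 10000 random draws matched on expression, at percentile 99.5. Genomic position may thus contribute to a few of these loci. Fragments of 1 gene that were assembled as separate loci would also be neighbours and were not excluded, and no sequence was used.

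Pearson's r between the salinity fold changes of the 2 genotypes was near 0 at both stages. Other measures differed in part. At the LR stage 287 loci changed in both genotypes, against 118 if the genotypes were independent. Of these, 45.3% had the same direction with the FPKM as deposited, so the overlap is not an agreement in direction. The percentage was 42.6% after median-ratio scaling and 48.2% after quantile normalization. Of the loci changed in both at the Veg stage, 33.9% had the same direction with the FPKM as deposited. There it was 57.0% after median-ratio scaling and 63.9% after quantile normalization. Low expression would lower r mainly at weakly expressed loci, but in the 20% of loci with the highest mean expression r was -0.00866 at the LR stage and -0.0740 at the Veg stage. Very short loci with extreme FPKM were not left out there. Spearman's rho in the same loci was -0.0184 and 0.0310, also near 0. Over all compared loci that span more than 200 bp, r was 0.0097 and -0.0297. Low expression alone is thus an unlikely source of the low r. Pooled samples without replicates leave open whether the changes themselves would recur, so a genotype-specific response is a hypothesis only.

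In Stol-LR-CT, 54 loci had at least 10 FPKM and were under 1 FPKM in each other sample, 53 of them longer than 200 bp and 21 with a reference gene ID, whereas the other 3 LR samples had 0, 1 and 0 such loci. As a test of reads from another organism, 79.6% of the 54 loci lie on the 8 pseudomolecules, but so do 26651 of all 32420 loci, and of such loci in the Veg samples 69.6% to 79.5% do, so the position does not separate the explanations and this one remains. Traces above 0 FPKM were present at 34 of the loci in Ssen-LR-CT, 43 in Ssen-LR-SS and 13 in Stol-LR-SS. A single plant or replicate that differs may also give this pattern and cannot be told apart from a difference of the condition, since replicates are pooled.

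Loci of 100 bp reached 159729 FPKM in Stol-Veg-CT, 128005 FPKM in Ssen-Veg-SS and 53190 FPKM in Stol-Veg-SS. The median FPKM of loci above 0 was at least 994 times higher at 100 bp than at 101 to 200 bp in these 3 samples. Their values lay close to whole multiples of a single step in each sample. The step was 9983 FPKM in Stol-Veg-CT, 5565 in Ssen-Veg-SS and 2128 in Stol-Veg-SS. This held at all 15, all 33 and 47 of the 48 loci, with a step taken from the values themselves. The division by length, with an effective length close to 0 at the length of a read, is a candidate explanation. Fold changes at such loci do not measure a change of expression of that size.

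Fig. 7 also lists loci for trehalose and UDP-glucose biosynthesis, which the results of the paper place under drought stress. Its discussion counts UDP-glucose biosynthesis among the processes with many genes induced under drought/salinity stress. Under salinity stress, the 10 trehalose loci past the filter had a median log2 fold change of 0.57 in Stol-LR, with 4 up and 1 down, at percentile 99.9 of matched random lists (no test, since the pathway was selected for changes in samples that include these), and the median was between 0.57 and 0.72 in all settings. In Ssen-LR the median was 0.10, at percentile 91.4. Over all settings it ranged from -0.02 to 0.21, and its percentile from 65.0 to 96.0, so its sign depends on the setting. The 7 UDP-glucose loci had a median of -0.70 in Ssen-LR, at percentile 0.41, and -0.45 in Stol-LR, at percentile 26.1. The differences between the genotypes were not tested.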
